# **Single cell tracing of Pomc neurons reveals recruitment of ‘Ghost’ subtypes with atypical identity in a mouse model of obesity**

**DOI:** 10.1038/s41467-024-47877-2

**Published:** 2024-04-24

**Authors:** Stéphane Leon, Vincent Simon, Thomas H. Lee, Lukas Steuernagel, Samantha Clark, Nasim Biglari, Thierry Lesté-Lasserre, Nathalie Dupuy, Astrid Cannich, Luigi Bellocchio, Philippe Zizzari, Camille Allard, Delphine Gonzales, Yves Le Feuvre, Emeline Lhuillier, Alexandre Brochard, Jean Charles Nicolas, Jérémie Teillon, Macha Nikolski, Giovanni Marsicano, Xavier Fioramonti, Jens C. Brüning, Daniela Cota, Carmelo Quarta

**Keywords:** Genetics of the nervous system, Obesity

## Abstract

The hypothalamus contains a remarkable diversity of neurons that orchestrate behavioural and metabolic outputs in a highly plastic manner. Neuronal diversity is key to enabling hypothalamic functions and, according to the neuroscience dogma, it is predetermined during embryonic life. Here, by combining lineage tracing of hypothalamic pro-opiomelanocortin (Pomc) neurons with single-cell profiling approaches in adult male mice, we uncovered subpopulations of ‘Ghost’ neurons endowed with atypical molecular and functional identity. Compared to ‘classical’ Pomc neurons, Ghost neurons exhibit negligible *Pomc* expression and are *‘*invisible’ to available neuroanatomical approaches and promoter-based reporter mice for studying Pomc biology. Ghost neuron numbers augment in diet-induced obese mice, independent of neurogenesis or cell death, but weight loss can reverse this shift. Our work challenges the notion of fixed, developmentally programmed neuronal identities in the mature hypothalamus and highlight the ability of specialised neurons to reversibly adapt their functional identity to adult-onset obesogenic stimuli.

## Abstract (web summary)

Whether and how hypothalamic neurons can lose or change their identity in adulthood has remained elusive. Here, the authors show that mature pro-opiomelanocortin (Pomc) neurons contain invisible ‘Ghost’ subsets with atypical identities that are recruited in response to obesogenic stimuli.

## Introduction

The functional identity of mammalian brain neurons is determined during embryonic life by transcription factors and other molecules (referred as ‘terminal selectors’) that establish cell-specific genes and programs^1^. Neuron-specific functions are thought to be fixed once developmental maturation is complete, and a neuron designed to promote food intake, for example, will always do so throughout life. However, this commonly accepted neurodevelopmental model is at odds with a poorly understood observation: terminal selectors are active in some cases in post-mitotic mammalian neurons, such as principal forebrain neurons^1,2^. Thus, neurons that maintain expression of identity gatekeepers throughout life may use these signals to adapt cell identity and function to extracellular cues. Moreover, recent breakthroughs in single-cell mRNA sequencing (scRNAseq) and single-nucleus mRNA sequencing (snRNAseq) analyses of mature tissues are revolutionising the traditional understanding of how cell identity is delineated and governed across the lifespan of an organism. Within adult mammals, there is remarkable transcriptional heterogeneity among cells traditionally categorised as specific cell types that can exist in discrete and dynamically evolving states, a phenomenon that is intricately regulated by epigenetic pathways^3^. Whether (or not) hypothalamic neurons are endowed with such plasticity properties is currently unresolved, as our knowledge of the possible intrinsic factors involved is limited. Several intracellular pathways have been identified that control the fate of hypothalamic neurons during early embryonic life^4–8^, but the constitutive signals that maintain and potentially reprogramme neuronal identity after development are more elusive, although recent advances have identified the T-box 3 gene (Tbx3)^9^, Islet-1^10^, Bsx^11^, and microRNAs^12^ as possible regulators. Within the arcuate nucleus (ARC) of the hypothalamus, a population of neurons expressing the neuropeptide precursor pro-opiomelanocortin (Pomc) is central to the regulation of food intake and energy balance^13–15^ and it maintains functional levels of the identity factor Tbx3 throughout the entire lifespan^9^. Pomc neurons are highly heterogeneous at the molecular, functional, and spatial levels^16–19^, reflecting the remarkable plasticity of *Pomc*-expressing cells during development. During embryonic differentiation, *Tbx3/Pomc* co-expressing precursors silence their identity marker *Pomc* and generate distinct neuronal types involved in neuroendocrine and metabolic control [agouti-related protein (AgRP)-or kisspeptin (Kiss)-expressing neurons]^20,21^, as well as Pomc neuron subtypes expressing different levels of *Pomc* and unique combinations of transcription factors^22^. This plasticity may persist into adulthood, as there is considerable cell-to-cell variability in the expression levels of the key identity marker *Pomc* within the mature hypothalamus^13,16^. Thus, adult *Pomc* expression levels may serve as a criterion to delineate subpopulations of Pomc neurons that are unique in their molecular and functional plasticity.

Here, we investigated this hypothesis by combining genetic lineage tracing of Pomc neurons in adult mice with multimodal single-cell profiling approaches. Using this approach, we uncovered subpopulations of ‘Ghost’ neurons with atypical molecular and functional identity and negligible *Pomc* expression. We also document that Ghost neurons are recruited in a mouse model of diet-induced obesity, independent of neurogenesis or changes in neuronal turnover. We conclude that prolonged exposure to dietary cues in adulthood alters mechanisms of neuronal identity maintenance, challenging the prevailing paradigm that developmentally programmed, cell-specific neuronal functions within the hypothalamus remain ‘fixed’ throughout adult life.

## Results

### Lineage tracing of Pomc neurons and identification of ‘Ghost’ neurons

To track Pomc neurons throughout adult life, independent of their actual *Pomc* expression, we crossed mice expressing the tamoxifen (TAM)-inducible CreERT2 recombinase under specific *Pomc* promoter elements^23^ with two different lineage tracing reporters [ROSA-tdTomato (Pomc^CreERT2^;tdTomato) or ROSA-ZsGreen (Pomc^CreERT2^;ZsGreen)]. Using fluorescent in situ hybridisation (FISH) and immunohistochemistry (IHC) followed by single cell image analysis, we detected ‘classical’ Pomc neurons that were positive for both the reporter protein and *Pomc* (hereafter referred to as Pomc + ) in the ARC of adult chow diet (CD)-fed reporter male mice (Fig. 1A, B). Notably, we also identified a subset of cells that were negative for both *Pomc* mRNA and Pomc protein in adulthood, but expressed the Pomc lineage tracer (Fig. 1A, B). Comparable relative distributions of Pomc+ vs Pomc- traced cells were found in male and female mice (Fig. S1A). Single molecule mRNA FISH (smFISH, RNA Scope^TM^) confirmed the absence of *Pomc* mRNA signal in ~10% of these tracked neurons (Fig. S1B). Previous studies have identified mature Pomc cells with low *Pomc* mRNA expression^16,24^ but there has been no evidence of Pomc neurons that are completely invisible for their main functional marker during adult life, leading us to refer to these neurons as ‘Ghost’ cells.

**Fig. 1:**
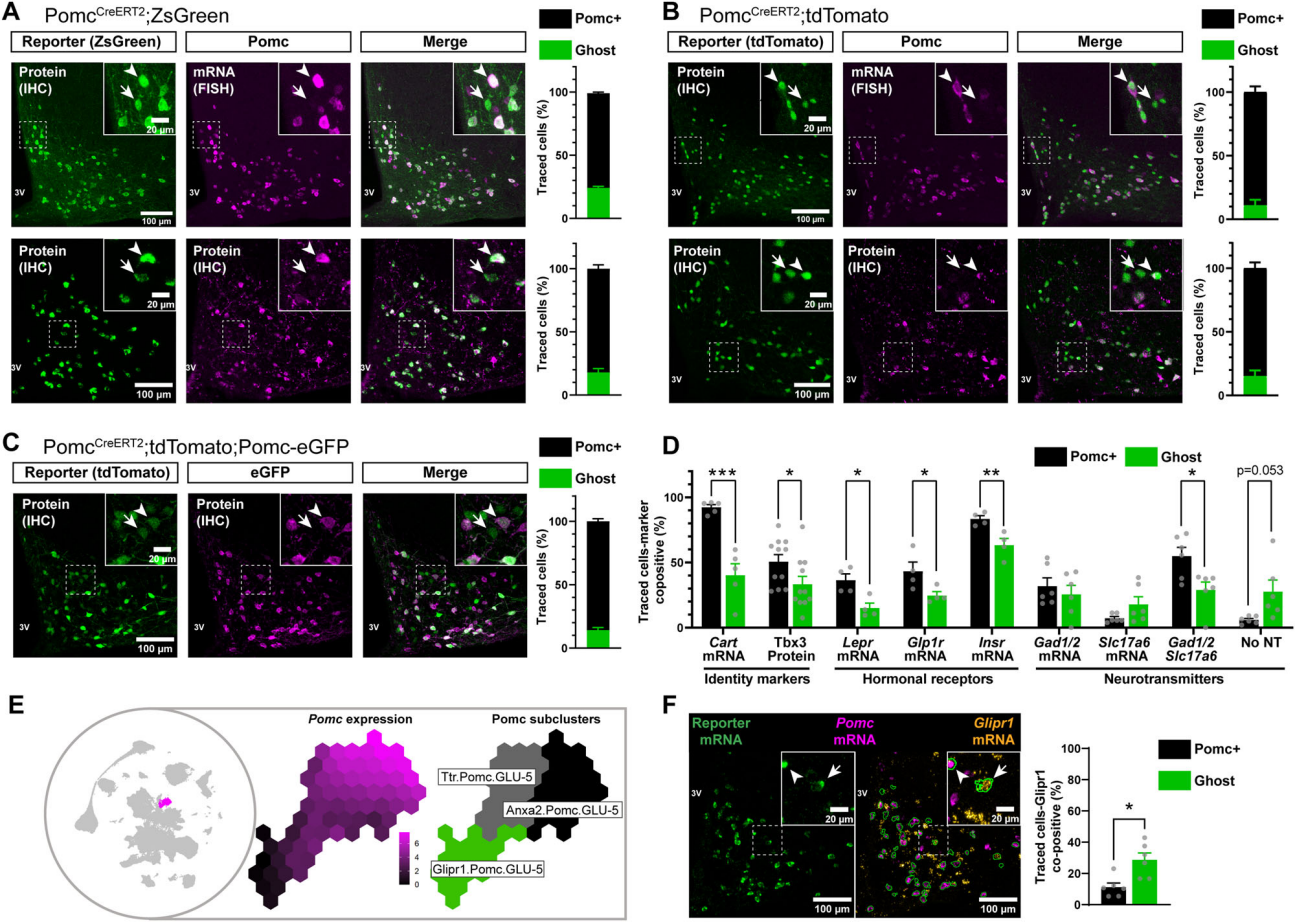
Lineage tracing of Pomc neurons in adult chow-fed mice reveals subtypes with atypical molecular identity. **A** Detection and quantification of Pomc+ and Ghost neurons in Pomc^CreERT2^;ZsGreen male mice by analyzing reporter cells (ZsGreen) positive (Pomc + ) or negative (Ghost) for *Pomc* mRNA (FISH, *n* = 11 mice) or Pomc protein (IHC, *n* = 5 mice). **B** Detection and quantification of Pomc+ and Ghost neurons in Pomc^CreERT2^;tdTomato male mice by analyzing reporter cells (tdTomato) positive (Pomc + ) or negative (Ghost) for *Pomc* mRNA (FISH, *n* = 3 mice) or Pomc protein (IHC, *n* = 4 mice). **C** Detection and quantification of Pomc+ and Ghost neurons in Pomc^CreERT2^;tdTomato;Pomc-eGFP male mice (*n* = 4) by analyzing reporter cells (tdTomato) positive (Pomc + ) or negative (Ghost) for endogenous eGFP protein by IHC. **D** Quantification of Pomc+ and Ghost neurons co-expressing detectable mRNA or protein levels of several Pomc neuronal functional markers in Pomc^CreERT2^;ZsGreen or Pomc^CreERT2^;tdTomato male mice. *Cart* mRNA was assessed by smFISH (*n* = 5 mice), Tbx3 by IHC (*n* = 11 mice), hormone receptors by smFISH (*n* = 4 mice), and neurotransmitter-related markers by smFISH (*n* = 6 mice). **E** Pomc neurons in the hypothalamus by the scRNAseq atlas HypoMap. Left: Global Uniform Manifold Approximation and Projection (UMAP) with Pomc-cluster position highlighted. Middle: Summarised *Pomc* expression levels within the POMC-cluster. Right: Pomc neuron subclusters. **F** Representative image and quantification of the percentage of Pomc+ and Ghost neurons co-postive for *Glipr1* mRNA by smFISH in Pomc^CreERT2^;tdTomato male mice (*n* = 6). *Pomc:* pro-opiomelanocortin*, AgRP*: agouti-related protein, *Npy*: neuropeptide y, *Kiss*: kisspeptin, *Cart*: cocaine-and amphetamine-regulated transcript, *Tbx3*: T-box gene 3, *Lepr*: leptin receptor, *Glp1r*: glucagon-like peptide-1 receptors *Gad1/2*: Glutamate decarboxylase 1 and 2, S*lc17a6*: vesicular glutamate transporter 2, IHC: immunohistochemistry, FISH fluorescence in situ hybridisation, smFISH single molecule fluorescence in situ hybridisation, NT neurotransmitter. *Glipr1*: Glioma pathogenesis-related protein 1. Pomc+ neurons are indicated by arrowheads, Ghost neurons by arrows. Data in (**A**−**D**, and **F**) are mean ± s.e.m. from 3 independent experiments. n indicates the individual biological values. Data in (**A**−**D** and **F**) were obtained 2 weeks after adult onset (12-week-old mice) administration of tamoxifen. In **D**: ***P = 0.0004 (*Cart)*, *P = 0.0453 (Tbx3), *P = 0.0129 *(Lepr)*, *P = 0.049 (Glp1r), **P = 0.0117 (Insr),*P = 0.016 (*Slc17a6)* by two-tailed *t* test. In **F**, *P = 0.0154 by two-tailed t-test. Source data are provided as a Source Data file.

To exclude that Ghost cells are the result of confounding off-target genetic effects, we performed a series of validation experiments. First, we analyzed the co-expression of ZsGreen and *Pomc* mRNA in Pomc^CreERT2^;ZsGreen mice treated with TAM versus vehicle. No ZsGreen signal was detected in vehicle-treated controls, whereas most ZsGreen cells in TAM-treated animals were co-positive for *Pomc* (Fig. S1C), indicating absence of basal CRE activity. The average number of ARC Pomc-expressing neurons did not change after TAM treatment (Fig. S1C), ruling out confounding TAM-mediated off-target effects on *Pomc* expression. We also assessed CRE expression in the whole brain of TAM-treated Pomc^CreERT2^;ZsGreen mice using the tissue clearing technique CUBIC^25^ in combination with light sheet fluorescence microscopy (LSFM). The reporter signal was exclusively localised within the mediobasal hypothalamus, consistent with the known anatomical profile of Pomc neurons in the forebrain (Supplementary Video 1).

After crossing Pomc^CreERT2^;tdTomato mice with animals expressing the green fluorescent protein (eGFP) under the *Pomc* promoter^14^ (Pomc^CreERT2^;tdTomato;Pomc-eGFP), we successfully detected tdTomato-positive/eGFP-negative (Ghost) cells in this alternative model (Fig. 1C). Ghost cells were also detected using a lineage model in which the recombinase DRE is specifically expressed postnatally in a subset of bona fide Pomc neurons^17^ (Fig. S1D), further confirming that they are not an off-target artefact.

Traces of *Pomc* mRNA expression, however, were notably found in Ghost cells isolated from Pomc^CreERT2^;tdTomato;Pomc-eGFP mice using a highly sensitive approach combining specific *Pomc* mRNA pre-amplification with single cell qPCR (Table S1), as confirmed by DNA sequencing of the amplification product (Supplementary file 1). We conclude that the negligible levels of *Pomc* mRNA in Ghost cells prevent their detection by conventional neuroanatomical approaches and commonly used *Pomc* promoter-based transgenic lines. However, this very low level of *Pomc* expression is sufficient to specifically activate the lineage reporter in these cells.

We then asked whether the number of Ghost cells might be dynamically regulated throughout life under physiological conditions. In reporter Pomc^CreERT2^;tdTomato animals treated with 1 versus 2 consecutive cycles of TAM injection, we observed comparable numbers of Ghost cells (Fig. S1E). Time titrations at day 1, 4 and 14 after TAM injection in the same model showed no difference in the relative number of Ghost cells (Fig. S1F). The same number of Ghost cells was found in 5-week-old mice exposed to lineage tracing (Fig. S1G) compared to adult (12-week-old) animals (Fig. S1E), indicating that these cells are born early in life and remain stable under physiological conditions. These results also show that, although systemic levels of TAM may persist for a prolonged period following after treatment interruption, as has recently been suggested^26^, in our model the recombination of Pomc neurons induced by TAM administration peaks a few days after treatment and no additional TAM-mediated effects are observed at subsequent time points.

### Molecular, spatial and functional profiling of ‘Ghost’ neurons

To elucidate the molecular nature of Ghost cells, we examined the co-expression of markers that define the functional identity of Pomc neurons. A reduced number of Ghost cells co-expressed the identity markers cocaine-and amphetamine-regulated transcript (*Cart*) compared to Pomc+ neurons (Fig. 1D and S2A). The identity gatekeeper *Tbx3* was also expressed in a lower fraction of Ghost cells (Fig. 1D and S2A). Similarly, leptin receptors (*Lepr*), insulin receptors (*Insr*) and glucagon-like peptide-1 receptors (*Glp1r*), which underlie POMC neuronal functions in response to hormones^27^, were all expressed in lower proportion in Ghost neurons (Fig. 1D, S2A). Different Pomc neuron subsets may modulate neurotransmission by secreting either the inhibitory neurotransmitter GABA, the excitatory neurotransmitter glutamate, or both^16,28,29^. Ghost cells did not present relative changes in the co-expression of the GABAergic marker *GAD65/67* (*Gad1/2*) or the glutamatergic marker *VGlut2* (*Slc17a6*) compared to Pomc+ neurons. However, a lower proportion of atypical neurons were positive, and a higher number tended to be negative for these markers when expressed together (Fig. 1D, S2A). Previously described populations of Pomc cells expressing low levels of *Pomc* mRNA are enriched for *AgRP* and neuropeptide y (*Npy*) mRNAs^16^, but we did not observe differential *AgRP* and *Npy* expression in Ghost neurons (Fig. S2B). As Pomc progenitors can generate Kiss neurons between alternative lineages, we further examined *Kiss* mRNA co-expression in Ghost and Typical cells, but found no evidence for co-expression of this marker (Fig. S2C).

Our data reveal that Ghost cells have an atypical molecular identity and may represent molecularly distinct neuronal subsets that have remained so far ‘hidden’ in the field. To further explore this possibility, we compared molecular markers differentially expressed in Ghost cells (Fig. 1D) with a comprehensive scRNAseq and snRNAseq gene expression atlas of the mouse hypothalamus (HypoMap^30^) to potentially identify whether Ghost-like molecular signatures overlap with previously described neuronal subtypes. The Pomc-expressing cluster (Pomc.GLU-5) could be divided into three distinct subpopulations (Fig. 1E, S2D-F). *Pomc* and other genes defining the Ghost cell profile (*Glp1r*, *Lepr*, *Cartpt* and *Tbx3*, Fig. 1D) were expressed at lower levels in one of these clusters defined by GLI pathogenesis related 1 (*Glipr1*) expression (Fig. 1E and S2F), leading us to predict that cells from this cluster might have Ghost-like properties. smFISH-based image analysis of *Glipr1* co-expression in Pomc+ and Ghost cells in reporter Pomc^CreERT2^;tdTomato mice revealed a higher proportion of *Glipr1*-positive Ghost cells compared to control Pomc+ cells (Fig. 1F). However, a noteworthy proportion of Ghost cells (70%) did not exhibit co-expression with this marker. Thus, while a specific fraction of Ghost cells are aligned with the described Glipr1 cluster, a substantial number of these neurons may represent additional, hitherto unidentified molecular clusters. Accordingly, existing scRNAseq atlases of the adult mouse hypothalamus^13,16,24,30,31^ have not been generated in combination with lineage tracing of adult Pomc neurons, and, in the absence of lineage reporter markers, cells with too low *Pomc* mRNA levels may have ‘escaped’ these published databases due to sensitivity limitations and the so-called ‘dropout effect'^32^.

Different Pomc neuronal clusters exhibit highly heterogeneous spatial positions^13,17^. To obtain a holistic 3D representation of Ghost vs Pomc+ neurons, we used CUBIC^25^ in combination with LSFM in CD-fed reporter Pomc^CreERT2^;tdTomato;Pomc-eGFP mice, and analyzed the spatial data as previously described^17^ (Fig. 2A−D and S3). We observed significant differences in the spatial localisation pattern of Pomc*+* neurons compared to Ghost cells (Fig. 2E), with the latter more predominantly located in the caudal ARC region (Fig. 2D, E), as confirmed by cumulative cell distribution analysis (Fig. 2F), supporting our hypothesis that Ghost cells have a distinct spatial distribution.

**Fig. 2:**
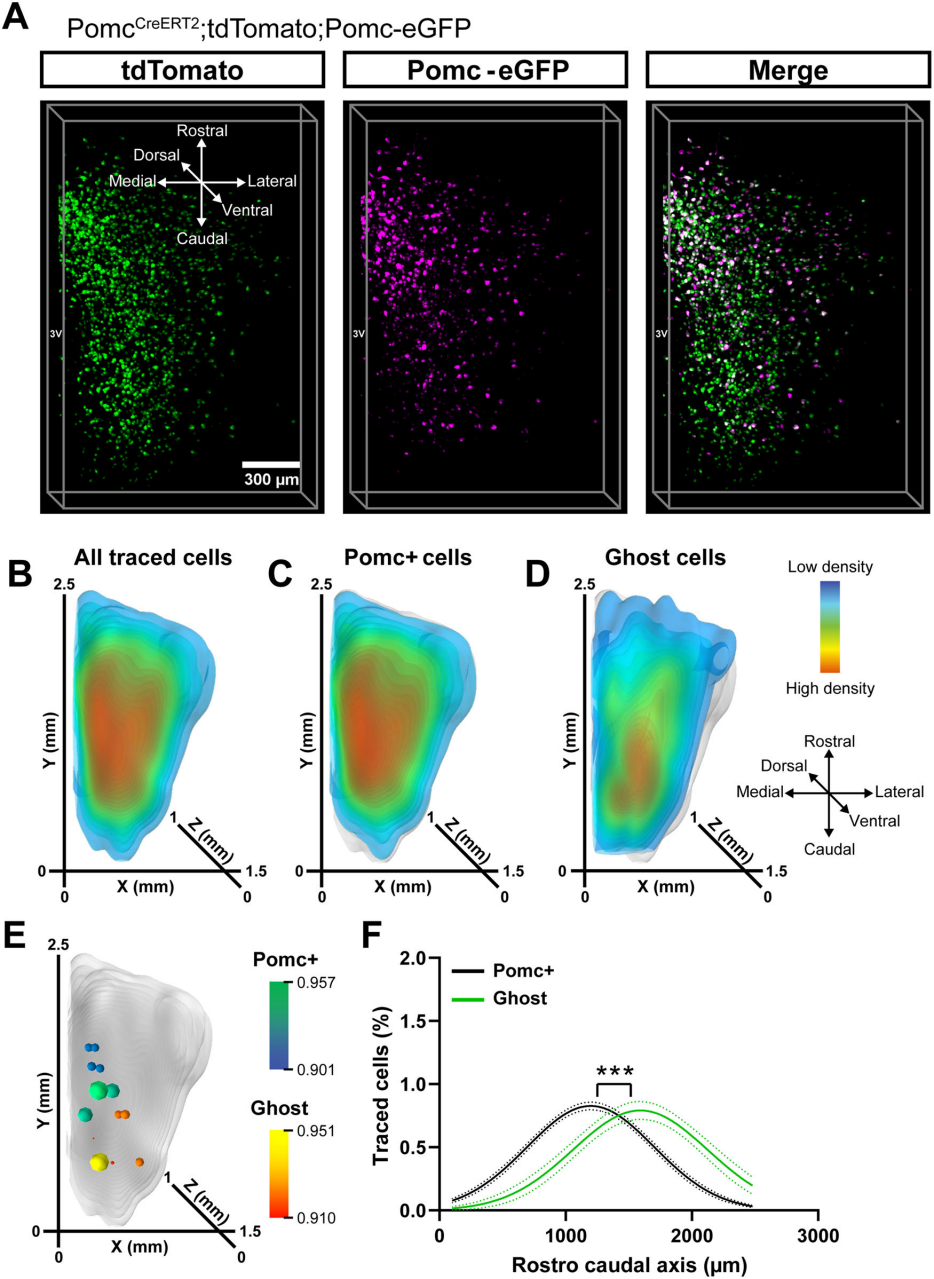
Ghost neurons show a distinct spatial distribution under chow-diet. **A** Representative 3D reconstruction of populations expressing tdTomato, Pomc-eGFP (hemi-arcuate nucleus), and the combined signal in Pomc^CreERT2^;tdTomato;Pomc-eGFP male mice (*n* = 3) 2 weeks after adult onset (12-week-old mice) administration of tamoxifen. Isosurface density plots of the whole traced cell population (**B**), the Pomc+ subset (**C**) and Ghost neurons (**D**). Grey shaded areas in (**D**, **E**) represent the whole traced cell population. **E** Statistical representation of the differences in distribution between the Pomc+ cells and Ghost cells using a two-tailed *t* test. *P* values are plotted as spheres within the space occupied by the neurons (background). The size and colour of the spheres indicate the significance values in a range from green to blue (Pomc + ) and yellow to red (Ghost). **F** Cumulative distribution of the Pomc+ and Ghost subpopulations for the rostro-caudal spatial axis. Data are shown as non-linear fitted curves (Gaussian). ***P < 0.001 with extra-sum-of-squares F-test comparison. Data were obtained from 2 independent experiments. n indicates the individual biological values. Source data are provided as a Source Data file.

Pomc neurons regulate energy balance in response to the energy needs of the body and changes in peripheral hormones^27^. Re-feeding after prolonged fasting increases Pomc neuronal activity, as previously assessed by the activation marker c-Fos and calcium imaging^9,19,33^. To investigate the functional properties of Ghost cells, we subjected CD-fed Pomc^CreERT2^;tdTomato mice to fasting (24 h) or refeeding (2 h) with a high fat diet (HFD) and assessed neuronal c-Fos expression. Re-feeding resulted in a significantly increased number of Pomc+ neurons co-expressing c-Fos compared to fasting (Fig. 3A,B), consistent with previous observations^33,34^, but there was no evidence of Ghost cell activation (Fig. 3A, B), regardless of changes in the relative number of Ghost vs. Pomc*+* neurons (Fig. S4A).

**Fig. 3:**
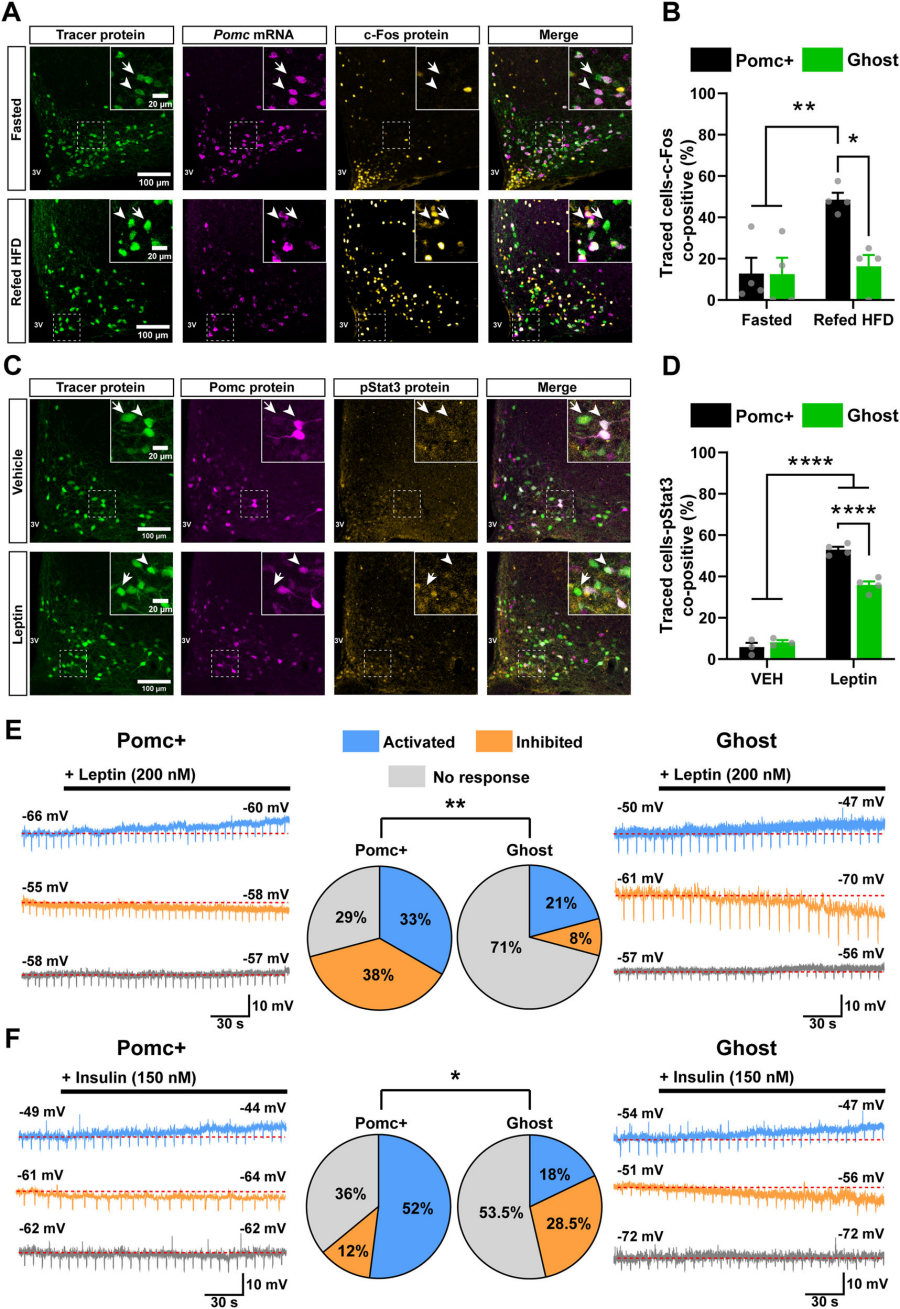
Ghost cells have atypical sensitivity to nutritional and hormonal cues. **A** Representative FISH/IHC images of the tdTomato reporter (protein), *Pomc* (mRNA) and c-FOS (protein) in Pomc^CreERT2^;tdTomato male mice challenged with fasting (24 h, *n* = 4) or fasting followed by refeeding (2 h, *n* = 4). **B** Quantification of Pomc+ versus Ghost neurons positive for c-FOS relative to (**A**). **C** Representative IHC images of the tdTomato reporter, Pomc protein, and pStat3 in CD-fed Pomc^CreERT2^;tdTomato male mice injected subcutaneously with vehicle (*n* = 3) or leptin (5 mg/kg; *n* = 4) 45 min before brain harvest. **D** Quantification of the percentage of reporter cells (tdTomato) positive for pStat3 in Pomc+ versus Ghost neurons relative to (**C**). **E**, **F** Ex-vivo whole cell patch-clamp recording of Ghost and Pomc+ neurons in Pomc^CreERT2^;tdTomato;Pomc-eGFP male mice following leptin (200 nM) or insulin (150 nM) challenge. Representative traces of Pomc+ or Ghost neurons are shown on the left and right. Middle: % of activated cells (Δ resting membrane potential ≥+2 mV, Δ input resistance ≥10% change) in response to leptin (**E**, blue; Pomc + : *n* = 8; Ghost: *n* = 5) or insulin (**F**, blue; Pomc + : *n* = 13; Ghost: *n* = 5), inhibited cells (Δ resting membrane potential ≤−2 mV, Δ input resistance ≥10% change) in response to leptin (**E**, orange; Pomc + : *n* = 9; Ghost: *n* = 2) or insulin (**F**, orange; Pomc + : *n* = 3; Ghost: *n* = 8) and non-responsive cells (grey; Leptin: Pomc + : *n* = 7; Ghost: *n* = 17; insulin: Pomc + : *n* = 9; Ghost: *n* = 15). Downward deflections in current-clamp recordings represent the membrane voltage responses to constant hyperpolarizing currents. Dotted lines represent the resting membrane potential. 16 total mice for leptin and 17 for insulin were analyzed in this experiment. pStat3: phosphorylated transducer and activator of transcription-3, CD: chow diet, HFD: high fat diet. In (**A**, **C**) arrowheads define Pomc+ neurons, arrows define Ghost neurons. All mice were studied 2 weeks after adult onset (12-week-old mice) administration of tamoxifen. n indicates the individual biological values. Data are mean ± s.e.m from 2 independent experiments and were analyzed by 2-way ANOVA followed by Tukey’s post-test. In (**B**), **P = 0.0176 and *P = 0.091. In (**D**), ****P < 0,0001. Data in (**E**, **F**) were obtained from 3 independent experiments analyzed by chi-squared test. Source data are provided as a Source Data file.

We then examined the response of Pomc neurons to the metabolic hormone leptin in reporter mice 45 min after the administration of the hormone. A significant number of Pomc+ neurons showed increased Lepr signalling as assessed by Stat3 phosphorylation (pStat3), but a significantly smaller number of Ghost cells were positive for this marker (Fig. 3C, D).

To explore dynamic activity properties, we took advantage of the Pomc^CreERT2^;tdTomato;Pomc-eGFP model, which allows the detection of Ghost cells based on endogenous fluorescence (Fig. 1C), and followed longitudinal changes in electrophysiological responses to leptin and insulin using ex vivo patch clamp recordings. No differences in intrinsic properties or action potential properties were observed when comparing Pomc+ and Ghost neurons before hormone challenge (Fig. S4B), indicating that Ghost cells have mature neuron-like features. Single neuron analysis, performed by comparing the resting membrane potential and input resistance before and during leptin application, revealed three types of Pomc+ neurons: (1) those activated by leptin (33%); (2) inhibited cells (38%); and (3) unresponsive cells (29%) (Fig. 3E), confirming our previous observations^24^. However, most Ghost cells were unresponsive (71%, Fig. 3E). Compared to Pomc+ neurons, Ghost cells also showed a different response pattern to insulin, with a higher number of cells unresponsive to the hormone and a larger fraction showing inhibition (Fig. 3F). Thus, Ghost neurons are less sensitive to nutritional and hormonal cues involved in the regulation of energy balance.

### Diet-induced obesity leads to recruitment of ‘Ghost’ neurons

Diet-induced obesity (DIO) is associated with dysregulated neuronal responses to metabolic hormones^27^ and maladaptive changes in the identity maintenance of peripheral organs such as endocrine pancreas and adipose tissue^35,36^. To investigate whether changes in cell identity may also affect Pomc neurons during DIO, we quantified the number of Ghost cells in our reporter mice exposed to an obesogenic HFD for 3 or 6 months (Fig. 4A). After 6 months of HFD, DIO mice had an increased number of Ghost cells, as demonstrated by either FISH (*Pomc* mRNA, Fig. 4B), smFISH (*Pomc* mRNA, Fig. 4C) or IHC (Pomc protein, Fig. 4D). Representative images for these analyses are shown in Fig. S5A−C. The observed changes in Ghost cell numbers in DIO mice fed with HFD for 6 months were independent of variations in total reporter-positive cells (Fig. S5D). Compared to CD controls, no difference in the number of Ghost versus Pomc+ neurons were observed after 3 months of HFD in Pomc^CreERT2^;ZsGreen mice (Fig. S5E, F).

**Fig. 4:**
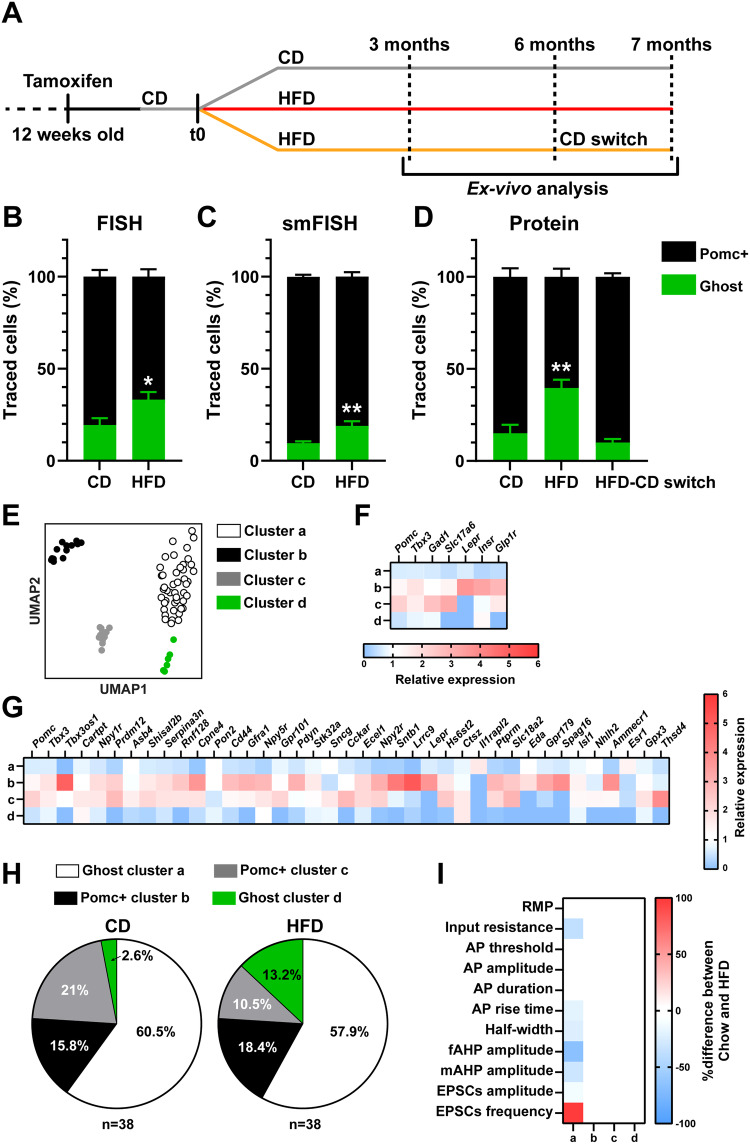
Ghost cell recruitment in HFD-induced obesity. **A** Reporter mice were treated with tamoxifen at 12 weeks of age and exposed to HFD, CD or (HFD-CD switch) for different durations 2 weeks later (t0). **B**, **C** Quantification of Pomc+ and Ghost neurons in Pomc^CreERT2^;ZsGreen male mice fed with CD or HFD (6 months). *Pomc* mRNA was analyzed by FISH (**B**, *n* = 8 per group) or smFISH (**C**, *n* = 6 per group). **D** Quantification by IHC of Pomc+ and Ghost neurons in Pomc^CreERT2^;ZsGreen male mice fed with CD (*n* = 4), HFD (7 months, *n* = 4), or exposed to HFD-CD switch (*n* = 3). **E** UMAP representation of 76 neurons analyzed by patch-seq in Pomc^CreERT2^;tdTomato male mice exposed to CD (*n* = 5) or HFD (*n* = 5) for 6 months. We collected *n* = 38 cells from CD mice and *n* = 38 from HFD mice. We identified 4 main clusters: a (45 cells), b (13 cells), c (12 cells) and d (6 cells). **F** Heatmap of the relative gene expression (mean expression one cluster relative to the others) of Typical Pomc+ markers altered in Ghost neurons based on the data in Fig. 1D. **G** Heatmap of the relative gene expression (mean expression of one cluster relative to the others) of Pomc-neuron specific genes from HypoMAP in the clusters identified in (**E**). **H** Change in the % of cells in each cluster between the CD and HFD conditions. **I** Effects of HFD exposure (6 months) on electrophysiological parameters in the different clusters that were significantly different (HFD vs. CD) by two-tailed *t* test. RMP resting membrane potential. AP action potential. fAHP fast afterhyperpolarization. mAHP medium afterhyperpolarization. EPSCs: excitatory post synaptic currents. HFD high fat diet, CD chow diet. Data in (**B**−**D**) are mean ± s.e.m from 3 (**B**, **C**) or 2 (**D**) independent experiments. Data in (**E**) were obtained from 3 independent experiments. n indicates the individual biological values. In (**B**, **C**) *P = 0.0207 and **P = 0.0087 by two-tailed *t* test (CD Ghost vs HFD Ghost). In (**D**), **P = 0.0058 (CD Ghost vs HFD Ghost) and **P = 0.0022 (HFD Ghost vs HFD-CD Ghost) by ANOVA followed by Tukey’s post-test. Data in (**H**) are shown as a percentage of the total population *P* = 0,0004 by chi-squared test. Source data are in the Source Data file.

A positive correlation was found between Ghost cell number and body weight in DIO mice (Fig. S5G), suggesting that Ghost cell recruitment in obesity is associated with differential sensitivities to diet-induced weight gain. Remarkably, the recruitment of atypical neurons could be rescued by switching these DIO mice back to CD for 4 weeks (Fig. 4D), resulting in significant weight loss (Fig. S5H). Thus, these data demonstrate that changes in caloric intake and body weight induce reversible and plastic changes in the number of Ghost neurons.

No effects of DIO on the cell proliferation marker KI67 were observed, as it was virtually unexpressed in tracked neurons under both CD and HFD conditions (Fig. S6A). Although a few tracked cells were positive for the apoptotic marker activated Caspase-3, there was no differential co-expression between CD and HFD mice (Fig. S6B).

Consistent with previous findings^37,38^, short-term HFD feeding (3 weeks) resulted in an increase in the number of proliferating cells in the ARC, as assessed by intracerebroventricular (ICV) infusion of BrdU in our reporter mice (Fig. S6C). A small fraction (5%) of these proliferating cells were Pomc+ neurons, as previously shown^39,40^, but no BrdU-positive Ghost cells were found in either HFD or CD mice (Fig. S6C). To determine the effects of long-term HFD feeding on cell turnover, we subjected a second cohort of mice to continuous ICV BrdU infusion from month 3 of HFD until month 6, when greater numbers of Ghost cells was observed. Exposure to HFD for 6 months increased the total number of Pomc-tracked neurons co-expressing BrdU compared to the previous short-term HFD paradigm (Fig. S6D). However, we did not observe differential BrdU accumulation in the Ghost vs. Pomc+ populations after such a long HFD feeding period (Fig. S6D). In this new group of BrdU-treated mice, the total number of Pomc cells tracked did not change after 6 months of HFD exposure compared to the CD condition (Fig. S6D), confirming our previous observation (Fig. S5D). Considering also that we found no evidence of HFD-induced cell death (Fig. S6B), a possible interpretation of these collective findings is that Pomc precursors tracked during TAM administration can generate both new Ghost and new typical Pomc neurons to the same extent after long-term HFD. However, some typical tracked Pomc neurons loose their initial molecular identity over time and become Ghost neurons in response to the overnutrition cue.

Our data, therefore, reveal that the increased number of tracked Ghost cells in DIO mice is not due to previously described mechanisms linking obesity with neuronal dysfunction, such as neuronal death^41,42^ or altered neurogenesis^43,44^ and point to a mechanism of molecular and functional conversion of typical Pomc-to-Ghost neurons in obesity. To investigate potential mechanisms underlying such phenotypic conversion, we examined several markers of differentiation and maturation. An overall lower number of Ghost cells were positive for the maturation marker NeuN compared to Pomc+ neurons, independently of the diet (Fig. S6E). Two additional markers of immature (Sox2) or mature (Calbindin-D28K) neurons showed no differential expression in Ghost vs typical Pomc+ neurons, regardless of diet (Fig. S6F, G). Long-term HFD consumption reduced the expression of calbindin in both cell groups (Fig. S6F). These findings rule out the possibility that Ghost cells have progenitor-like properties and may represent previously described *Pomc*-expressing precursors endowed with identity plasticity^20,21^, which is consistent with our electrophysiological data showing that Ghost cells have mature neuron-like properties (Fig. S4B) and with the lack of co-expression of the alternative fate markers AgRP, Npy and Kiss (Fig. S2B, C). These data also imply that the recruitment of Ghost cells in obesity may not involve neuronal dedifferentiation.

### Unbiased demonstration of ‘Ghost’ neurons recruitment in obesity

To provide an unbiased support for our model of Pomc typical-to-Ghost neuron conversion, we combined ex vivo patch clamp recordings with scRNAseq of the patched cell (Patch-seq) from reporter Pomc^CreERT2^;tdTomato;Pomc-eGFP mice exposed to CD or 6 months HFD (patch-seq). 

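In Patch-seq, a neuron is first recorded with a patch pipette and its content is then drawn into the same pipette for sequencing, so that each library is made from the content of 1 pipette. The red tdTomato reporter marks cells in which the *Pomc* promoter was active when tamoxifen was given, at 12 weeks of age, and the green eGFP reporter marks cells in which it is active at the time of the recording. The results name these mice Pomc CreERT2;tdTomato;Pomc-eGFP, while the methods and the legend of Fig. 4E name them Pomc CreERT2;tdTomato. Cells came from 5 mice on CD and 5 mice on HFD, fed for 6 months. The legend gives 3 independent experiments, and the labels of the cells name neither the experiment nor the mouse, so each combination of label and diet was taken as 1 sample of cells, differences between these groups were given without a test, and intervals on shares cover counting error only. The authors made cDNA with the SMART-Seq Single Cell kit and libraries with Nextera XT, sequenced them in pairs on 1 NovaSeq lane, and deposited the counts of each gene in each cell together with normalized values. The paper's text does not name the aligner, the genome build or the gene annotation.

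The paper reports between 2.3 M and 10.7 M raw paired-end reads per library, with M for 1000000 reads. Counts on genes, which all values here use, were far fewer. In Pomc+ cells on CD they ranged from 32151 to 1452605 per cell with a median of 339691, and in Ghost cells on CD from 4057 to 985226 with a median of 123528. On HFD they ranged from 10534 to 1435547 with a median of 393797 in Pomc+ cells, and from 12847 to 1306718 with a median of 333785 in Ghost cells. A median of 2933 genes had a count in Pomc+ cells and 2615.5 in Ghost cells. With each cell thinned to 40000 counts, which leaves out 3 Pomc+ and 5 Ghost cells with fewer, these medians were 2471 and 2031.

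The deposited normalized values are the counts divided by 1 size factor per cell, which ranged from 0.0157 to 9.05. These factors equal, in 76 of 76 cells, the factors that the median-of-ratios method of DESeq2 gives when it uses the genes counted in every cell, and only 7 genes are. Together these 7 genes took 43.7% of all counts. Because the factors rest on so few genes, ratios between groups were also computed from the counts of each cell scaled to a total of 1000000 (CPM). Over all genes with at least 5 counts in at least 3 cells, the median log2 ratio of Ghost to Pomc+ cells was -0.64 in normalized counts and -0.15 in CPM, and this shift is the level against which the ratio of a single gene is read.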

We pre-selected *n* = 34 ghost cells (15 chow vs 19 HFD) and *n* = 42 Pomc+ (23 chow vs 19 HFD) from these animals based on the endogenous presence or absence of the fluorescent Pomc-eGFP signal. 

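The labels deposited with the cells give the same numbers, 15 Ghost and 23 Pomc+ cells on CD and 19 of each on HFD. *Pomc* (ENSMUSG00000020660 in the files) had a count in 32 of 34 Ghost cells, or 94.1% (95% exact interval 80.3% to 99.3%), and in 41 of 42 Pomc+ cells, or 97.6% (87.4% to 99.9%). At 40000 counts per cell it was counted in 27 of 29 Ghost cells and in 39 of 39 Pomc+ cells. Its mean was 1436 normalized counts in Ghost cells and 3823 in Pomc+ cells, a ratio of 0.376. The log2 ratio lay 0.77 below that of all genes, at -0.77 relative to their median. The medians were closer, at 700.2 in Ghost cells with quartiles of 115.5 and 1286 and at 877.1 in Pomc+ cells with quartiles of 194.0 and 3334. Of the alternatives to the main ratio, the restriction to 1 diet moved it most. On CD the means were 1456 in Ghost and 5899 in Pomc+ cells, a ratio of 0.247, whereas on HFD they were 1421 and 1309, a ratio of 1.09. The highest value belonged to a Pomc+ cell on CD with 44124 normalized counts and a size factor of 0.190, and without it the CD ratio was 0.35. The 3 cells with the highest values on CD, all Pomc+, held 66.1% of the summed *Pomc* of their group, and without them the CD ratio was 0.634. The labels number the cells, and the numbers run in 8 blocks of 1 diet each. What a block stands for is not stated. Within the 4 blocks on CD, with 3 or 4 Ghost and 3 to 8 Pomc+ cells each, the ratio was 0.0397, 0.206, 0.444 and 1.61, so the lower mean in Ghost cells did not hold in the last of them. Within the 2 blocks on HFD that have at least 3 cells of each label it was 1.62 and 0.124. The difference between the diets was not tested.

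**Figure D1:**
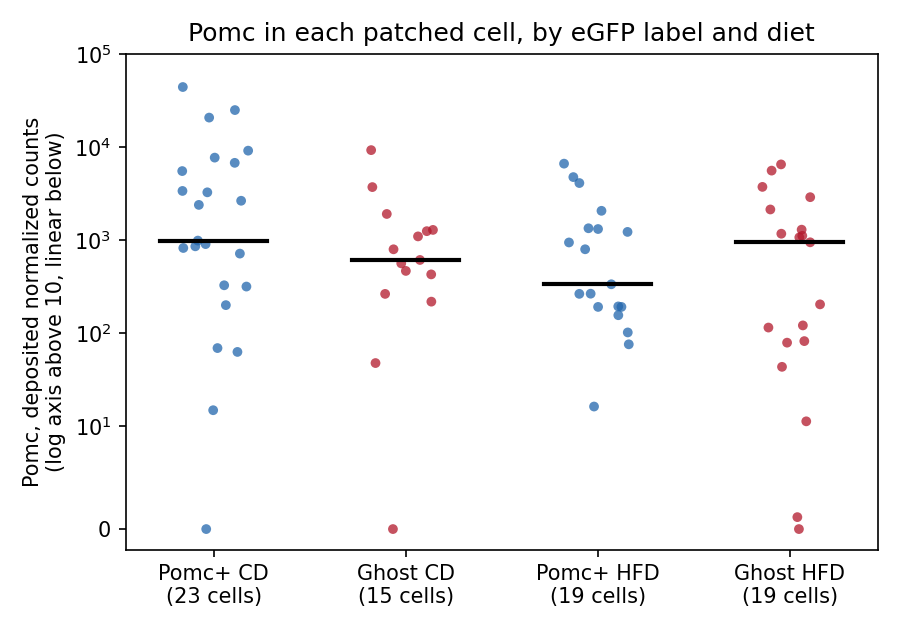
*Pomc* in each of the 76 patched cells, in deposited normalized counts on an axis that is logarithmic above 10 and linear below, by eGFP label and diet. Each point is 1 cell and each black line the median of a group, which is 982.9 in Pomc+ and 608.3 in Ghost cells on CD and 333.1 in Pomc+ and 942.1 in Ghost cells on HFD.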

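The paper's text names normalised expression, the Leiden algorithm and the Silhouette test for its cluster analysis and gives no parameters, so the cells were clustered anew, and the clusters are numbered by size because they cannot be matched to those of the paper. The genes of Fig. 4F and 4G were left out so that their levels could be compared between clusters. Of the resolutions that gave 4 clusters, the one with the highest mean silhouette, 0.088, put 26 cells in cluster 1, 25 in cluster 2, 24 in cluster 3 and 1 in cluster 4. Ghost cells made up 9 of the 26 cells of cluster 1, which is 34.6% (95% exact interval 17.2% to 55.7%). They made up 12 of 25 cells of cluster 2, or 48% (27.8% to 68.7%), and 13 of 24 cells of cluster 3, or 54.2% (32.8% to 74.4%). The single cell of cluster 4 was labelled Pomc+. Among all cells, 44.7% were Ghost cells, which lies within each of these intervals. The adjusted Rand index between clusters and eGFP label, which is 1 for identical groupings and near 0 for unrelated ones, was -0.00077. The setting that moved it most, 1000 variable genes instead of 2000, gave 0.043. In that setting the smallest cluster, of 11 cells, held 10 Ghost cells, or 90.9% (58.7% to 99.8%), and with 30 principal components a cluster of 5 cells held 0 (up to 52.2%). The clusters also depend on the seed. In 27 of 100 other seeds the clusters were those given here, and the median sizes over these seeds were 26, 23, 16 and 13 cells.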

Using unbiased cluster analysis of the mRNA profile of all cells, we observed that pre-selected Ghost cells formed distinct molecular clusters (a and d) compared to typical Pomc+ cells (b and c, Figs. 4E, S7A). The molecular profile of the different clusters was not affected by differential expression of ribosomal or mitochondrial genes (Fig. S7B), nor by differences in the number of reads (Fig. S7C), supporting the quality of the analysis.

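In the clusters computed here, mitochondrial genes took a median of 0.525% of the counts of a cell in cluster 1, 1.47% in cluster 2 and 1.01% in cluster 3. Ribosomal protein genes took a median of 2.10%, 2.22% and 3.25% in the same order. No cell had more than 9.45% mitochondrial counts. The median of total counts per cell was 616081 in cluster 1, 107833 in cluster 2 and 206243 in cluster 3, a 5.71-fold difference between the highest and the lowest, which is the lowest value among 100 other seeds, with a median of 8.16-fold, although the totals of single cells overlapped widely between clusters. A median of 5815 genes had a count in the cells of cluster 1, 1528 in cluster 2 and 2491 in cluster 3. At 40000 counts per cell the medians were 4385, 1283 and 1971 genes, over 26, 19 and 22 cells. With mitochondrial and ribosomal protein genes left out of the clustering as well, total counts still differed 6.70-fold between the cluster medians.

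**Figure D2:**
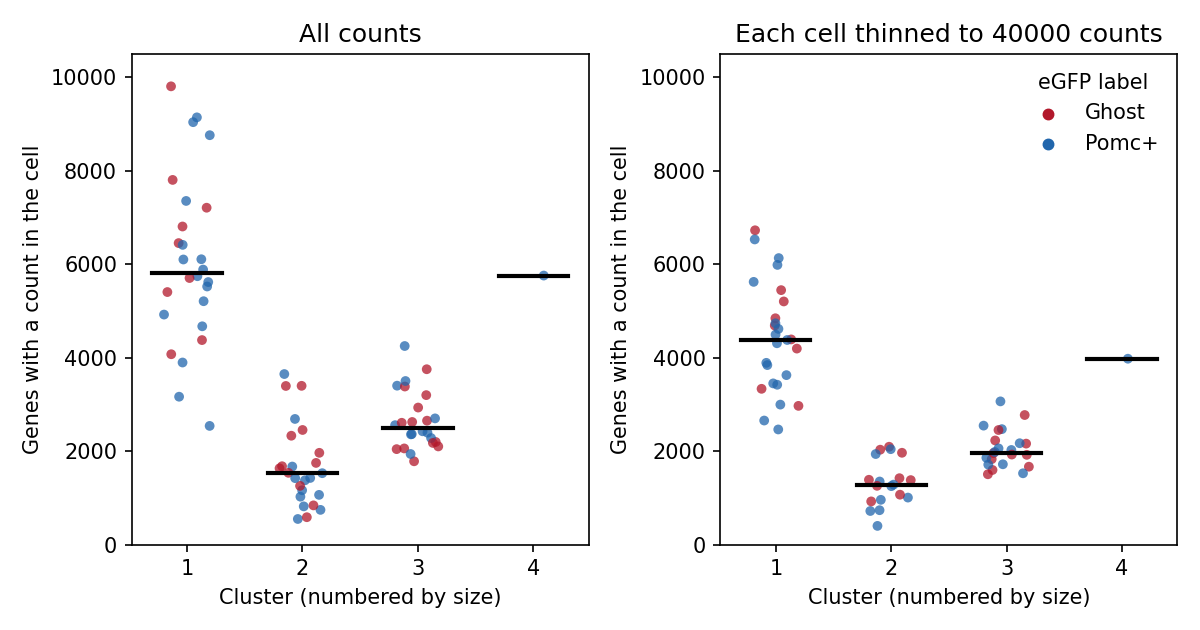
Number of genes with a count in each cell, by cluster and coloured by eGFP label, from all counts (left) and after each cell was thinned to 40000 counts (right). Each point is 1 cell and each black line the median of a cluster. Ghost and Pomc+ cells appear in each of the 3 larger clusters, and cluster 1 has the highest median among these in both panels.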

While the Pomc+ clusters ‘b’ and ‘c’ exhibited the classic molecular phenotype of Pomc neurons, with high levels of *Pomc* and *Tbx3* mRNA, and high expression of receptors for metabolic hormones (Fig. 4F), the Ghost clusters ‘a’ and ‘d’ had similar molecular properties (Fig. 4F), compared to our previous neuroanatomical analyses (Fig. 1). 

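By eGFP label, 6 of the 7 genes of Fig. 4F had a lower mean in Ghost than in Pomc+ cells in normalized counts, and 3 of the 7 in CPM. *Tbx3* averaged 6.77 normalized counts in Ghost and 18.4 in Pomc+ cells, a ratio of 0.368, and was counted in 12 of 34 and 22 of 42 cells. On CD its ratio was 0.122 and on HFD 1.18. The ratio was 0.633 for *Gad1*, 0.701 for *Slc17a6*, 0.659 for *Lepr* and 0.638 for *Insr* in normalized counts, whereas in CPM *Gad1*, *Slc17a6* and *Insr* were higher in Ghost cells, with ratios of 1.26, 1.18 and 1.56. Relative to the median of all genes, the log2 ratios of these 4 genes in normalized counts lay between -0.021 and 0.13, and without 1 Pomc+ cell on CD the ratio of *Gad1* was 1.04. With each cell left out in turn, the ratio ranged from 0.315 to 1.13 for *Slc17a6*, from 0.344 to 1.13 for *Lepr* and from 0.530 to 0.994 for *Insr*. *Glp1r* was higher in Ghost cells, at 17.3 normalized counts against 8.75, a ratio of 1.98 that was 3.52 in CPM and 4.52 without 1 Pomc+ cell on HFD. The receptors were counted in few cells. *Lepr* had a count in 4 Ghost and 6 Pomc+ cells, *Insr* in 9 and 10, and *Glp1r* in 11 and 7. After thinning to 40000 counts per cell, of 29 Ghost and 39 Pomc+ cells, *Lepr* was counted in 3 and 4, *Insr* in 9 and 8, *Glp1r* in 8 and 4 and *Tbx3* in 9 and 16.

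By cluster, with each mean divided by the mean of all cells, the 7 genes were all above 1 in cluster 1 and all below 1 in clusters 2 and 3. *Pomc* stood at 2.36 in cluster 1, 0.162 in cluster 2 and 0.436 in cluster 3, and *Tbx3* at 2.39, 0.104 and 0.407. The order of these clusters follows the number of genes detected in their cells. Which cells form the largest cluster depends on the setting. Of the 43 genes of both panels, 4 were below the mean of all cells in the largest cluster, against 39 with 10 principal components.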

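*Glipr1* (ENSMUSG00000056888 in the files) had no count in any of the 76 cells, which together hold 32910186 counts on genes. A count of 0 allows a share of cells with a count of up to 8.82% among the 34 Ghost cells and 7.14% among the 42 Pomc+ cells by the limit of 3 of the total, and the exact intervals reach 10.3% and 8.41%. Over the summed counts of a label it allows up to 0.215 CPM in Ghost cells and 0.158 CPM in Pomc+ cells.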

Likely due to low basal mRNA expression levels and the sequencing depth used, the previously identified target *Glipr1* was not detectable in our patch-seq dataset.

After matching our mRNA-seq data with specific Pomc neuron markers from HypoMap^30^, it was striking that both Ghost neuron clusters identified by Patch-seq had reduced expression of most previously known Pomc-specific genes (Fig. 4G), providing unbiased confirmation of the existence of Ghost Pomc neurons with atypical molecular identity. 

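Of the 39 genes of Fig. 4G, 32 had a lower and 7 a higher mean in Ghost than in Pomc+ cells, against 27 and 12 in CPM. On CD alone the split was 35 to 3 in normalized counts and 27 to 11 in CPM, and on HFD alone it was 25 to 13 and 19 to 19. With the genes of Fig. 4F added, the list holds 43 genes, of which 35 were lower and 8 higher in Ghost cells, against 27 and 16 in CPM. The median log2 ratio of Ghost to Pomc+ cells over the 42 genes counted in both labels was -0.92, which is 0.28 below the median of all 12010 genes with a ratio, at -0.28 relative to it. Among 10000 random lists of the same size, matched on mean expression, this median stood at percentile 3.06, and the central 95% of those lists ran from -0.93 to -0.29. These lists describe the cells sequenced and are not a test between animals. On CD the median was -1.39, at percentile 0.53 of its matched lists, and on HFD it was -0.20, at percentile 81.1. In CPM the medians were -0.56 on CD and 0.0043 on HFD, at percentiles 0.86 and 74. In CPM without the 7 genes counted in every cell they were -0.33 and -0.0052, at percentiles 9.81 and 50.4, both within the central 95% of their matched lists.

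The 3 genes of Fig. 4G with the lowest ratio among those counted in at least 10 cells were *Cpne4* at 0.156, *Pdyn* at 0.187 and *Slc18a2* at 0.232, and each was below 1 on both diets. Without 1 Ghost cell on HFD the ratio of *Slc18a2* was 0.125. The 3 with the highest ratio were *Thsd4* at 2.71, *Gpr179* at 2.07 and *Esr1* at 1.99. *Esr1* was above 1 on both diets and 3.57 without 1 Pomc+ cell on CD. *Thsd4* had a ratio of 0.837 on CD and *Gpr179* a ratio of 0.831 on HFD, but in CPM that of *Gpr179* on HFD was 1.50. Over both diets the CPM ratios were 0.325 for *Cpne4*, 0.232 for *Pdyn* and 0.310 for *Slc18a2*. They were 2.28 for *Thsd4*, 3.48 for *Gpr179* and 1.77 for *Esr1*. A single Ghost cell on HFD decided the ratio of *Thsd4*, which was 0.616 without it, and without 1 Ghost cell on CD that of *Gpr179* was 1.09. *Cartpt* had a ratio of 0.528, with 593.7 normalized counts in Ghost and 1124 in Pomc+ cells, and was counted in 32 of 34 and 41 of 42 cells. Its ratio was 0.369 on CD and 0.999 on HFD, and in CPM 0.757 on CD and 0.844 on HFD. The medians went the other way, at 448.1 in Ghost and 375.1 in Pomc+ cells, with 547.0 and 483.7 on CD and 309.6 and 256.8 on HFD. *Il1rapl2* had 9 counts, all in 2 Pomc+ cells, and none in Ghost cells.

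In the clusters computed here, 4 of the 39 genes were below the mean of all cells in cluster 1, 36 in cluster 2 and 35 in cluster 3. From the lower expression of most of these genes in its clusters a and d, which it assigns to Ghost neurons, the paper concludes that Ghost Pomc neurons with an atypical molecular identity exist.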

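Of the 38 cells from CD mice, 14 fell in cluster 1, 11 in cluster 2, 13 in cluster 3 and 0 in cluster 4 of the clustering by number described above. Of the 38 cells from HFD mice, 12, 14, 11 and 1 fell in the same clusters. Cluster 1 held 36.8% of CD cells (95% exact interval 21.8% to 54%) and 31.6% of HFD cells (17.5% to 48.7%). Cluster 2 held 28.9% (15.4% to 45.9%) and 36.8% (21.8% to 54%), and cluster 3 held 34.2% (19.6% to 51.4%) and 28.9% (15.4% to 45.9%). The intervals of both diets overlap in every cluster. The total variation distance between the diets, which is the summed difference of the shares divided by 2, was 10.5 percentage points. It was 13.2 when genes that differed more than 2-fold between the diets were left out of the clustering, and 26.3 with 10 principal components instead of 20, the setting that moved it most. Cells are not independent of the mouse they come from, so no test of these shares was made.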

The number of cells belonging to the Ghost-like cluster ‘d’ was increased in HFD-fed mice compared to CD controls, whereas cells from the typical cluster ‘c’, were reduced (Fig. 4H), suggesting recruitment of a fraction of Ghost neurons in obesity, in parallel with reduced numbers of typical neurons. Significant changes in electrophysiological parameters of the Ghost cluster ‘a’ were particularly noted in HFD animals, consistent with increased neuronal excitability, but not in the other identified clusters (Fig. 4I), demonstrating that prolonged dietary cues induce selective activity changes in Ghost-like neurons.

## Discussion

In this study, we uncover and characterise subpopulations of ‘Ghost’ neurons with atypical identity within the hypothalamus, shedding light on their distinctive molecular and functional profiles. Our results indicate that these neurons are recruited in obesity and exhibit specific changes in activity under this condition. Rather than simply being Pomc neurons that modulate *Pomc* expression, Ghost neurons are likely to represent Pomc subtypes with unique molecular, spatial and functional properties that have not been previously identified, challenging existing paradigms of hypothalamic neuronal diversity and its implications for metabolic regulation.

The recruitment of Ghost neurons in our animal model of obesity appears to be independent of changes in the total number of reporter-positive cells, proliferation markers, apoptosis markers or dedifferentiation markers. Thus, this phenomenon is likely to result from (mal)adaptive mechanisms involving the phenotypic transformation of specialised Pomc subsets, sensitive to dietary and hormonal fluctuations, into Ghost-like neurons. However, our findings are not accompanied by changes in the canonical cell fate determination mechanisms known to govern immature cells. Therefore, it remains to be definitively established whether Ghost neurons in obesity can be considered a hallmark of a postnatal ‘identity switch’. Nonetheless, recent advances in the analysis of single cells within mature tissues are challenging the conventional understanding of how cell identity is regulated throughout the life of an organism^3^: mature cells in different tissues, despite sharing similar morphological characteristics, are likely to exhibit diverse and dynamically changing molecular profiles, even independently of their differentiation status^3^. In the context of this evolving paradigm, specific adult Pomc neurons may have the ability to dynamically lose and regain their developmentally programmed functions in response to prolonged changes in body weight, independent of changes in differentiation programs. However, the intrinsic heterogeneity observed in Ghost cells and the relatively modest sample size (76 cells) in our patch-seq analyses hinder a comprehensive analysis of this model through dynamic evaluation of cell fate trajectories. Therefore, further investigations using larger single cell datasets alongside Pomc neuronal lineage tracing will be essential to elucidate the potential of specialised Pomc neurons to undergo molecular identity changes in response to obesity.

Our data show that certain molecularly defined sub-clusters of atypical Ghost neurons increase in number in obesity, while others are not recruited but show selective changes in activity in response to obesogenic cues. This suggests that distinct subpopulations of Pomc Ghost neurons may undergo differential changes in properties under obesogenic conditions and illustrates that the remarkable intrinsic heterogeneity of hypothalamic Pomc neurons is further enhanced under obesogenic conditions.

Obesity is a neuroendocrine disease characterised by dysregulated peripheral levels of metabolic hormones and impaired counter-regulatory neuronal responses to these signals^45^. The recruitment of ‘invisible’ Ghost neurons observed in DIO mice may reflect an adaptive mechanism whereby the brain attempts to cope with a continuous energy surplus, but ultimately fails to trigger feedback signals that counteract disease progression and hormonal dysfunction. Thus, the accumulation of these atypical Pomc-derived cells may explain the described impaired ability of hypothalamic Pomc neurons to respond to peripheral metabolic hormones during diet-induced metabolic stress^27,45^.

Exposure to obesogenic diets in adulthood, both in preclinical models and in humans suffering from obesity, has been associated with altered cell identity maintenance of peripheral tissues such as adipocytes^36^ or pancreatic β-cells^35^, primarily through the mechanism of de/transdifferentiation. Nevertheless, the phenotypic switch observed in the current study may potentially follow different molecular pathways and cellular mechanisms than those previously reported for peripheral non-neuronal cells or embryonic progenitors, highlighting the nuanced and context-specific nature of cellular responses to obesogenic stimuli, particularly within the neural tissue. The essential intrinsic molecular hubs that control the maturational state of adult hypothalamic neurons remain elusive. Given the paucity of markers of postnatal maturation/differentiation in the hypothalamus and the remarkable cell diversity within this particular brain region^13,16,24,30,31^, it is premature to dismiss the possibility that specific Pomc neuron subtypes may alter cellular phenotypes via de/transdifferentiation mechanisms. The recruitment of Ghost neurons in obesity may also involve epigenetic mechanisms that are essential for both the maintenance of neuronal fate^1,2^ and the regulation of energy balance^46–49^. Furthermore, alterations in the activity of the identity gatekeeper Tbx3, as evidenced by the reduced expression of this marker in Ghost cells compared to typical Pomc neurons, may potentially contribute to our observations.

The observed variability in the detection rates of Ghost neurons among the different models employed is a limitation of our study. Nonetheless, the consistent detection of these neurons with atypical identity across various independent models and experimental paradigms suggests that the observed biological phenomenon is not stochastic. A reduced number of Ghost neurons was found when using the Pomc-Dre line compared to the Pomc^CreERT2^ model (5% vs 20%), which can be explained by the lower total number of Pomc neurons showing Dre-mediated recombination^17^ (Fig. S1D). The inconsistency in the number of Ghost cells detected between ROSA-ZsGreen vs. ROSA-tdTomato models (20% vs. 10% of Ghost neurons) may instead be related to the different efficiency of the IHC-based analysis of the different protein reporters. About 20% of neurons are positive for Pomc but negative for the lineage marker (see Fig. 1). Therefore, the efficiency of the induced recombination is sub-maximal in animal models commonly used to study Pomc neuronal biology. However, this caveat does not undermine the validity of our observations, as our focus was on cells positive for the lineage tracer, although the absolute number of Ghost neurons may have been underestimated.

In conclusion, our findings challenge the dogma that Pomc neuronal functional identities are ‘fixed’ after development and provide a conceptual framework for understanding whether and how mechanisms of neuronal identity plasticity in the brain may contribute to energy balance dysregulation and the development of obesity.

## Methods

### Ethical approval

All experiments were conducted in strict compliance with the European Union recommendations (2013/63/EU) and were approved by the French Ministry of Higher Education, Research and Innovation and the local ethical committee of the University of Bordeaux (APAFIS 2018011815151678, APAFIS 2019092009514330, APAFIS 2019102509231937).

### Mice

Unless otherwise stated, all experiments were performed on male mice. Mice were individually housed in standard plastic rodent cages, maintained at 22 ± 2 °C on a 12-h light-dark cycle (lights off at 13:00 h, 45−65% humidity) with ad libitum access to pelleted chow diet (CD, Standard Rodent Diet A03, SAFE, France; 3.236 kcal/g; 13.5% calories from fat, 25.2% calories from protein and 61.3% calories from carbohydrate) or a high-fat diet (HFD, D12492; Research Diets, New Brunswick, NJ; 60% calories from fat, 20% calories from protein and 20% calories from carbohydrate). In the experiments where we tested the effects of diet-induced obesity, mice were fed either CD or HFD for 3 or 6 months prior to brain harvest. The different diets were administered 2 weeks after the end of the TAM administration cycle (see details below). In the CD switch experiment, mice were fed HFD for 6 months and switched back to CD (HFD-CD) for 4 weeks before organ harvesting. Pomc^CreERT2^ mice^23^ were generated on a C57BL/6J background and were kindly provided by Joel K Elmquist. The line was crossed with either ROSA-tdTomato (#:007908, Jackson Laboratory, B6;129S6 mixed genetic background) or ROSA-ZsGreen (#:007906, Jackson Laboratory, C57BL/6J background) lineage-tracking mice. Pomc^CreERT2^ mice were also crossed with Pomc-eGFP mice (Jackson Laboratory, #009593, C57BL/6J background) to generate double reporter Pomc^CreERT2^;tdTomato;Pomc-eGFP animals. Pomc^Dre^ mice^17^ were backcrossed to a C57BL/6N background and subsequently crossed to homozygous ROSA-ZsGreen mice (ROSA26^rx/rx^). Resulting double transgenic Dre + /−ROSA26^rx/wt^ mice were used as experimental animals. All animals were sacrificed after 4 h of fasting in the light phase, unless otherwise stated. For the fasting-refeeding experiment, one group of CD-fed Pomc^CreERT2^;tdTomato mice were either fasted for 24 h or fasted for 24 h and re-fed with HFD 2 h before sacrifice. For in-vivo leptin challenge, CD-fed Pomc^CreERT2^;tdTomato mice were fasted for 3 h and pretreated subcutaneously with vehicle (20 mM Tris-HCl, pH = 8.0) or leptin (5 mg/kg in Tris-HCl, Bio-Techne, 498-OB) for 45 min before sacrifice. Transgenic mice were genotyped by PCR and using specific primers (see Table S2 in the supplementary information) from genomic DNA purified from tail biopsies.

### Tamoxifen (TAM) administration

A 1 g/mL suspension of TAM (T4658, Sigma-Aldrich, Saint-Quentin Fallavier, France) was prepared in 95% ethanol (20821.33.0, VWR, Briare, France) and preheated (55 °C) in corn oil (C8267, Sigma-Aldrich, Saint-Quentin Fallavier, France) to obtain a 50 mg/mL stock. Twelve-week-old Pomc^CreERT2^;ZsGreen, Pomc^CreERT2^;tdTomato and Pomc^CreERT2^;tdTomato;Pomc-eGFP mice were treated with 150 mg/kg body weight TAM daily for 5 consecutive days by oral gavage using flexible polypropylene gavage needles (FTP-20, Instechlabs, Plymouth Meeting, PA, USA). The gavage volume was 3 mL/kg body weight. All animals were treated with 1 cycle of TAM injections unless otherwise stated. One group of Pomc^CreERT2^;tdTomato mice was treated with 2 cycles of TAM to test the efficiency of TAM-mediated CRE recombination as follows: cycle 1−2 weeks with no treatment-cycle 2.

### Intracerebroventricular surgery and BrdU infusion

Male Pomc^CreERT2^;tdTomato;Pomc-eGFP mice aged 16−21 weeks old underwent intracerebroventricular surgery as it follows. Mice were anaesthetised with isoflurane and treated with analgesics (buprenorphine pre-op; meloxicam post-op). A cannula was implanted into the lateral ventricle (coordinates from bregma: AP −0.3 mm; ML + /− 1 mm; DV −2.5 mm) by using a stereotaxic apparatus (Kopf). The cannula was connected to a micro-osmotic pump (Model 1004, Alzet) previously filled with BrdU (5-Bromo-2 –deoxyuridine, Sigma, B9285) diluted in sterile saline with DMSO 22.5% (concentration 4.5 µg/µl; mean pumping rate: 0.11 µL/h; mean fill volume: 97.3 µL). The catheter (Brain infusion kit 2, Alzet) connected to each pump was filled with a sufficient volume of saline to allow 3 days of postoperative recovery before starting the BrdU infusion. For the short-term experiment, one week after surgery, half of the animals were placed on HFD for 3 weeks, while the other half were maintained on chow diet. The animals were then sacrificed 3 weeks after CD vs HFD administration. For the long-term experiment, BrdU was continuously infused for 3 months in animals were pre-fed on CD or HFD for 3 months prior to surgery. The minipumps were replaced twice to extend the treatment period to a total of 84 days. We used a Y-shaped connector (3-way Y connector, 22ga, Instech Laboratories, SCY22) between the infusion cannula and the pump reservoir to avoid increased intracranial pressure and subsequent tissue irritation. A mixture of DMSO 22.5% in saline was used for vehicle-treated animals. Body composition was measured before surgery to allocate the groups. One week after surgery, half of the animals were placed on HFD for 3 weeks. Body weight and food consumption were recorded at least twice a week for 4 weeks after surgery until the animals were perfused transcardially for neuroanatomical analysis.

### Brain tissue sampling

Mice were deeply anaesthetised with pentobarbital ip and then perfused transcardially with ice-cold PBS, pH 7.4, followed by 4% paraformaldehyde (PFA, Sigma-Aldrich, France). Brains were extracted and post-fixed in 4% PFA overnight at 4 °C, then cryoprotected in 30% sucrose in PBS at 4 °C. Coronal sections (30 μm) were cut using a cryostat (CM1950, Leica, Germany), collected and stored in anti-freeze solution (30% ethylene glycol, 30% glycerol in KPBS) at −20 °C until further use.

### Neuroanatomical analyses

#### -Immunohistochemistry (IHC)

Brain sections from Pomc^CreERT2^;ZsGreen, Pomc^CreERT2^;tdTomato and Pomc^CreERT2^;tdTomato;Pomc-eGFP mice were processed as it follows. After three washes in PBS, sections were incubated with the primary antibody in [PBS + 0.3% Triton X-100] overnight at room temperature. The next day, sections were washed three times in PBS and incubated for 2 h with the secondary antibody [PBS + 0.3% Triton X-100]. After three washes in PBS, sections were mounted with ProLong Gold medium, coverslipped (0.13-0.17 mm thickness) and stored in the dark until imaging. For IHC against the marker Pomc, a primary antibody rabbit anti-Pomc (Phoenix Pharmaceuticals, H-029-30, 1:2000) and a secondary antibody donkey anti-rabbit Alexa Fluor 647 (Jackson Immunoresearch, 711-605-152, 1:500) were used. For ZsGreen, a primary antibody guinea-pig anti-ZsGreen (Frontier Institute, Af940, 1:500) and a secondary antibody donkey anti-guinea-pig Alexa Fluor 647 (Jackson Immunoresearch, 706-605-148, 1:500) were used. For tdTomato, we used a primary antibody goat anti-tdTomato (Sicgen, AB8181, 1:500) and a secondary antibody donkey anti-goat Alexa Fluor 647 (Invitrogen, A21447, 1:500). For Tbx3, we used a primary antibody rabbit anti-TBX3 (Bethyl, A303-098A, 1:500) and a secondary antibody donkey anti-rabbit Alexa Fluor 647 (Jackson Immunoresearch, 711-605-152, 1:500). For phospho-Stat3 (Tyr705), sections were preincubated with 100% methanol at −20 °C for 10 min, followed by incubation with rabbit anti-pStat3 primary antibody (Cell Signalling, 9131, 1:500) and donkey anti-rabbit Alexa Fluor 647 secondary antibody (Jackson Immunoresearch, 711-605-152, 1:500). For Ki67, we used a primary antibody mouse anti-Ki-67 (BD Biosciences, 550609, 1:500) and a secondary antibody goat anti-mouse Alexa Fluor 488 (Cell Signalling, 4408 S, 1:500). For Caspase 3, a primary mouse anti-cleaved caspase-3 (Asp175) (Cell Signalling, 9661, 1:500) and a secondary antibody donkey anti-rabbit Alexa Fluor 647 (Jackson Immunoresearch, 711-605-152, 1:500) were used. For BrdU, sections were preincubated with 2 N HCl at 37 °C for 30 min and 0.1 M borate buffer at room temperature for 30 min, followed by incubation with primary rat anti-BrdU (Abcam, ab6326, 1:500) and secondary goat anti-rat biotin (Vector Laboratories, #BA-9401, 1:500). Signal was enhanced with NeutrAvidin-DyLight633 (Invitrogen, #22844, 1:500). For NeuN, a primary chicken anti-NeuN (Millipore, ABN91, 1:2000) and a secondary donkey anti-chicken Alexa Fluor 647 (Jackson Immunoresearch, 703-606-155, 1:500) were used. For Calbindin-D28K, a primary rabbit anti-Calbindin-D28K (Sigma-Aldrich, C2724, 1:500) and a secondary donkey anti-rabbit Alexa Fluor 647 secondary antibody (Jackson Immunoresearch, 711-605-152, 1:500) were used. For Sox2, a primary rabbit anti-Sox2 (EMD Millipore, AB5603, 1:500) and a secondary donkey anti-rabbit Alexa Fluor 647 secondary antibody (Jackson Immunoresearch, 711-605-152, 1:500) were used.

#### - Double fluorescent in situ hybridisation (FISH) combined with IHC

Fluorescein-labelled riboprobe against mouse *Pomc* (Pomc-FITC, Allen Brain Atlas, #RP_Baylor_102974), digoxigenin-labelled riboprobe against *Cart* (Cart-DIG, Allen Brain Atlas, #RP_071204_02_B05), *Npy* (Npy-DIG, Allen Brain Atlas, #RPS_Baylor_37109). *AgRP* (AgRP-DIG, Allen Brain Atlas, #RP_050419_04_D06), and *Kiss* (Kiss-DIG, Allen Brain Atlas, #RP_080109_03_C10) were prepared from hypothalamic RNA reverse transcribed into cDNA. DNA templates for *Pomc, Cart*, *Npy*, *AgRP* and *Kiss* were obtained via PCR and sub-cloned into pBluescript vector using the restriction enzymes EcoRI and BamHI (*Pomc*, *Cart*, *Npy*, *AgRP*) or EcoRI and SpeI (*Kiss*). After linearization with BamHI, the antisense riboprobes were synthesised with T3 RNA polymerase. For the generation of the sense riboprobes, EcoRI (*Pomc*, *Cart*, *Npy*, *AgRP*) or SpeI (*Kiss*) was used for the linearization and T7 RNA polymerase for the synthesis. 35% of the uridine triphosphate (UTPs) in each reaction was replaced with either DIG-11-UTP for *Cart*, *Npy*, *AgRP*, *Kiss* or FITC-12-UTP for *Pomc*, probe production, respectively. FISH was performed as it follows. Free-floating slices were treated with 0.2 M HCl for 20 min and acetylated with 0.25 % acetic anhydride in 0.1 M triethanolamine (pH = 8.0) for 10 min, before hybridisation of Pomc-FITC and Cart-DIG, AgRP-DIG or Npy-DIG probes, diluted 1:1000 in hybridisation buffer, overnight at 70 °C. On the second day, after several washes with saline-sodium-citrate buffers of increasing stringency at 70 °C, sections were blocked for 30 min in “TNB” blocking buffer (Akoya Biosciences, #FP1012) and incubated for 1 h in sheep anti-DIG-POD antibody (Sigma-Aldrich, #11207733910) diluted 1:1000 in TNB. Cart-DIG, AgRP-DIG, Npy-DIG and Kiss-DIG probes were then detected using Cy3-Tyramide (Akoya Biosciences, NEL744001KT) diluted 1:100 in 1X Plus amplification diluent (Akoya Biosciences, #FP1498) for 10 min. After peroxidases quenching with 3% H_2_O_2_ diluted in PBS for 30 min, sections were incubated for 1 h in sheep anti-FITC-POD (Sigma-Aldrich, #11426346910) diluted 1:1000 in TNB. Pomc-FITC probes were then revealed using Coumarin-Tyramide (Akoya Biosciences, NEL703001KT) diluted 1:100 in 1X Plus amplification diluent (Akoya Biosciences, #FP1498) for 10 min. After peroxidases quenching with 3% H_2_O_2_ diluted in PBS for 30 min, sections were incubated overnight at room temperature in either guinea-pig anti-ZsGreen (Frontier Institute, Af940, 1:500), goat anti-tdTomato (Sicgen, AB8181, 1:500), rabbit anti-TBX3 (Bethyl, A303-098A, 1:500) or rabbit anti-c-Fos (Santa Cruz, sc-52, 1:500). The next day, sections were incubated for 2 h in donkey anti-guinea-pig Alexa Fluor 647 (Jackson Immunoresearch, 706-605-148, 1:500) for ZsGreen revelation, in donkey anti-goat Alexa Fluor 647 (Invitrogen, A21447, 1:500) for tdTomato revelation or donkey anti-rabbit Alexa Fluor 647 (Jackson Immunoresearch, 711-605-152, 1:500) for Tbx3 and c-Fos revelation, in [PBS + 0.3 % Triton X-100]. Finally, sections were rinsed 3 times in 50 mM Tris-HCl (pH = 7.5) and mounted with ProLong Gold antifade reagent (Invitrogen, #P36930).

#### -Triple FISH combined with IHC

Fluorescein-labelled riboprobe against mouse Gad1 (Gad1-FITC, Allen Brain Atlas, #RP_071204_01_D08) and Gad2 (Gad2-FITC, Allen Brain Atlas, #RP_Baylor_253912), digoxigenin-labelled riboprobe against Slc17a6 (Slc17a6-DIG, Allen Brain Atlas, #RP_050921_01_E03) and biotin-labelled riboprobe against Pomc (Pomc-biotin, Allen Brain Atlas, #RP_Baylor_102974) were prepared as mentioned above. For FISH analyses, free-floating slices were treated with 0.2 M HCl for 20 min and acetylated with 0.25 % acetic anhydride in 0.1 M triethanolamine (pH = 8.0) for 10 min, before hybridisation of Gad1-FITC, Gad2-FITC, Slc17a6-DIG and Pomc-biotin probes, diluted 1:1000 in hybridisation buffer, overnight at 70 °C. On the second day, after several washes with saline-sodium-citrate buffers of increasing stringency at 70 °C, sections were blocked for 30 minutes in “TNB” blocking buffer (Akoya Biosciences, #FP1012) and incubated for 1 h in sheep anti-DIG-POD antibody (Sigma-Aldrich, #11207733910) diluted 1:1000 in TNB. Slc17a6-DIG probes were the detected using Cy3-Tyramide (Akoya Biosciences, NEL744001KT) diluted 1:100 in 1X Plus amplification diluent (Akoya Biosciences, #FP1498) for 10 min. After peroxidases quenching with 3% H_2_O_2_ diluted in PBS for 30 min, sections were incubated overnight at room temperature in sheep anti-FITC-POD (Sigma-Aldrich, #11426346910) diluted 1:1000 in TNB. The next day, Gad1-FITC and Gad2-FITC probes were then detected using Fluorescein-Tyramide (Akoya Biosciences, NEL741001KT) diluted 1:100 in 1X Plus amplification diluent (Akoya Biosciences, #FP1498) for 10 min. After peroxidases quenching with 3% H_2_O_2_ diluted in PBS for 30 min, sections were incubated in Streptavidin-HRP (Akoya Biosciences, TS-000300) diluted 1:100 in TNB for 30 min. Pomc-biotin probes were then revealed using Coumarin-Tyramide (Akoya Biosciences, NEL703001KT) diluted 1:100 in 1X Plus amplification diluent (Akoya Biosciences, #FP1498) for 10 min. After peroxidases quenching with 3% H_2_O_2_ diluted in PBS for 30 min, sections were incubated overnight at room temperature in goat anti-tdTomato (Sicgen, AB8181, 1:500). The next day, sections were incubated for 2 h in donkey anti-goat Alexa Fluor 647 (Invitrogen, A21447, 1:500) in [PBS + 0.3% Triton X-100]. Finally, sections were rinsed 3 times in 50 mM Tris-HCl (pH = 7.5) and mounted with ProLong Gold antifade reagent (Invitrogen, #P36930).

#### -Single molecule FISH

The smFISH technique (RNAscope) was used to detect mRNA of *Pomc*, *Tdtomato*, *Zsgreen*, *Lepr-tv1*, *Glp1r*, *Insr* and *Glipr1*. All reagents were purchased from Advanced Cell Diagnostics (ACD). The *Pomc* probe (314081) contained 10 oligonucleotide pairs targeting region 19-995 (NM_008895.3) of the *Pomc* transcript; the *Tdtomato* probe (317041) contained 20 oligonucleotide pairs targeting region 7-1382 of the *Tdtomato* transcript; the *Zsgreen* probe (461251) contained 15 oligonucleotide pairs targeting region 980-1655 (JQ071441.1) of the *Zsgreen* transcript; the *Lepr-tv1* probe (471171) contained 19 oligonucleotide pairs targeting region 3220-4109 (NM_146146.2) of the *Lepr* transcript variant 1; the *Glp1r* probe (418851) contained 20 oligonucleotide pairs targeting region 108–1203 (NM_021332.2) of the *Glp1r* transcript; the *Insr* probe (482511) contained 20 oligonucleotide pairs targeting region 2000–2920 (NM_010572.2) of the *Insr* transcript; the *Glipr1* probe (1203571) contained 20 oligonucleotide pairs targeting region 113-1060 (NM_028608.3) of the *Glipr1* transcript. RNAscope 4-plex negative (321831) and positive-control probes (321811) were processed in parallel with the target probes. All incubation steps were performed at 40 °C using the ACD HybEz hybridisation system (321711) if not stated otherwise. One day before the assay, sections were mounted on SuperFrost Plus Gold slides (Thermo Scientific, J1800AMNZ), dried at room temperature, briefly rinsed in autoclaved Millipore water, air dried and incubated at 60 °C for 1 h. Subsequently, slides were submerged in Target Retrieval reagent (322000) at 99.5 °C for 10 min, rinsed once in autoclaved Millipore water and dehydrated in 100% ethanol for 3 min. Slides were air dried for 1 h at 60 °C, a hydrophobic barrier was created around the sections using an ImmEdge hydrophobic barrier pen (Vector Laboratories, H-4000) and slides were stored at room temperature until assaying. The following day, slides were incubated with Protease Plus for 30 min. The subsequent steps, that is, hybridization of the probes, amplification and detection steps, were performed according to the manufacturer’s protocol for RNAscope Fluorescent Multiplex Detection Reagent kit (323110), or for more than three probes, the protocol for RNAscope 4-Plex Ancillary Kit for Multiplex Fluorescent Kit (323120) was used. The probes were detected using tyramide-diluted Opal690 (1:1500), Opal650 (1:750), Opal620 (1:1500), Opal570 (1:1500) or Opal520 (1:750). Sections were counterstained with DAPI and coverslipped with ProLong Gold Antifade Mountant (Thermo Fisher, P36930), cover-slipped (0.13−0.17 mm thickness) and stored in the dark until imaging.

#### CUBIC

Mice were deeply anaesthetised with pentobarbital ip and then perfused transcardially with ice-cold PBS, pH 7.4, followed by 4% paraformaldehyde (PFA, Sigma-Aldrich, France). Brains were extracted and post-fixed in 4% PFA overnight at 4 °C. The next day, brains were washed 3 times 2 h in PBS. For delipidation, brains were first incubated in 50% CUBIC-L reagent (T3740, Tokyo Chemical Industry, Japan) diluted in water for 24 h at 37 °C and then in 100% CUBIC-L reagent for 5 days. CUBIC-L solution was refreshed on days 2 and 4. Brains were then washed 3 times 2 h in PBS at RT. The following step consisted in refractive index matching and started with 50% CUBIC-R (T3741, Tokyo Chemical Industry, Japan) diluted in water for 24 h at RT followed by 100% CUBIC-R for 24 h at RT. CUBIC cleared brains were acquired on a Ultramicroscope II light sheet microscope (LaVision Biotec, Germany) using a sCMOS camera (Andor Neo) and a 2x/0.5 objective lens.

### Image acquisition and data analysis

The processed single-cell RNAseq data (HypoMap) is available online (https://www.repository.cam.ac.uk/handle/1810/340518). The R package Seurat (version 4.3.0) was used to subset the data and generate scatter- and dotplots. The R package schex (version 1.12.0) was used to generate the hexplots used in the schematic view in Fig. 1 that correspond to the single cell scatterplots in the extended data figures. In each hexagonal bin the gene expression of all cells is averaged. Outlier cells were removed by removing hexagonal bins with fewer than 10 cells. IHC, FISH and smFISH images were acquired using Leica Application Suite (v3.5.7) and a Leica DM6 CFS TCS SP8 confocal microscope equipped with an X20/1 dry objective available at the Bordeaux Imaging Centre (BIC). Z-stacks were acquired with optical sections of 0.9 µm. CUBIC optically cleared brains were acquired on a Ultramicroscope II light sheet microscope (LaVision Biotec, Germany) using a sCMOS camera (Andor Neo) and a 2x/0.5 objective lens. The objective was equipped with a 6 mm working distance dipping cap. Zoom was set to 2x and Z-step size was 5 μm so the voxel sizes were 1.625 × 1.625 × 5 μm. The eGFP samples were excited with a 488 nm laser and the tdTomato with a 561 nm laser intensities were kept constant under all relevant conditions. Images were imported into FIJI (National Institute of Health, version 1.53t). For representative images, brightness and contrast adjustments were kept constant for each channel across all related conditions. For quantification, all channels were left unchanged and an average of 2 medial ARC sections were quantified per mouse (4 hemi-ARC). For FISH and IHC quantification, maximum intensities were projected and reporter positive cells were segregated using visual threshold and the Analyze Particle plugin to define single-cell ROIs. Mean fluorescence intensities for every channel were then measured in each reporter positive cells and positivity for each marker was assessed by individual thresholds. For smFISH and CUBIC quantification, reporter positive cells were segregated in 3D using the 3D Suite plugin to define single-cell 3D ROIs. Mean and maximum fluorescence intensities for every channel were then measured in each reporter positive cells. Mean intensities for *Pomc* were used to define Pomc+ vs Ghost cells. Maximum intensities for *Glipr1*, *Lepr*, *Glp1r* and *Insr* were used to define positivity for the marker. For CUBIC quantification, X, Y and Z spatial positions of every single-cell ROIs were also extracted. A Python script was used to generate isosurface density plots. The probability density function of the 3D distribution of neurons was estimated for the entire traced cell population, as well as for the Pomc+ and Ghost subpopulations. This was performed using the non-parametric kernel density estimation method^17^. The density of neurons within the ARC was thus calculated based on the 3D neuronal coordinates to demonstrate the spatial concentration, which was then colour coded to visualise the regions within the ARC with higher neuronal counts for each subpopulation.

### Electrophysiology and transcriptomic analyses

#### Brain slice preparation and recordings

Mice were euthanatised (Exagon/lidocaine: 300/30 mg/kg, i.p.) and perfused intracardially with ice-cold NMDG solution containing (in mM): 1.25 NaH_2_PO_4_, 2. 5 KCl, 7 MgCl_2_, 20 HEPES, 0.5 CaCl_2_, 28 NaHCO_3_, 8 D-glucose, 5 L(+)-ascorbate, 3 Na-pyruvate, 2 thiourea, 93 NMDG and 93 HCl 37%; pH: 7.3−7.4; osmolarity: 305−310 mOsM. Brains were quickly removed and placed in an oxygenated resting solution of NMDG at 34 °C for 10 min. Then, 250 µm slices containing the DR were cut with a vibroslice (Leica VT1000S, Wetzlar, Germany) and transferred at room temperature to aCSF solution (containing the following in mM: 124 NaCl, 2.5 KCl, 1.25 NaH_2_PO_4_, 2 MgCl_2_, 2.5 CaCl_2_, 2.5 D-glucose and 25 NaHCO3; pH: 7.3−7.4; osmolarity: 305−310 mOsM) for at least 30 min. For whole-cell recordings, borosilicate pipettes (4−6 MΩ; 1.5 mm OD, Sutter Instrument) were filled with an intracellular K-gluconate solution (containing the following (in mM): 128 K-gluconate, 20 NaCl, 1 MgCl_2_, 1 EGTA, 0.3 CaCl_2_, 2 Na_2_-ATP, 0.3 Na-GTP, 0.2 cAMP and 10 HEPES; pH: 7.3−7.4; osmolarity: 280−290 mOsM). For patch-qPCR experiments, 80 U RNAse inhibitor RiboLock (Thermo Scientific, EO0382) was added to the intracellular solution. Recordings were made using a Multiclamp 700B amplifier, digitised using a Digidata 1440 A interface and acquired at 2 kHz using pClamp 10.5 software (Axon Instruments, Molecular Devices, San José, CA, USA). Pipette and cell capacitances were fully compensated and junction potential corrected off-line. Electrophysiological data were collected using Clampex (Molecular Devices, v11.1).

#### Evaluation of leptin and insulin responsiveness of Pomc neurons

Using Pomc^CreERT2^;tdTomato;Pomc-eGFP mice, we detected Pomc+ and Ghost neurons based on tdTomato and Pomc-eGFP expression using an electrophysiology setup coupled to an epifluorescence microscopy system (pE-2 CoolLED excitation system, UK) and investigated dynamic electrophysiological properties. Neuronal electrophysiological properties were monitored in a whole-cell configuration using the protocol described in the previous section from ARC slices perfused with oxygenated aCSF. For each recorded neuron, membrane potential (Em) and membrane capacitance (Cm) were recorded in voltage-clamp configuration (Vh = −60 mV) immediately after cell opening. Input resistance (Ri) and action potential (AP) properties were measured by injecting current steps in the current-clamp configuration (start: −60 pA; Δ+10 pA to rheobase). Action potential properties were assessed at rheobase. Responses to 5 min application of leptin (200 nM, Bio-Techne, 498-OB) or insulin (150 nM, Sigma-Aldrich, I031000) were monitored after 10 min baseline. Membrane potential and input resistance were monitored during the whole experiment in response to constant hyperpolarizing pulse (−5 pA). Leptin- and insulin-induced changes in membrane potential were assessed by measuring the average membrane potential for 30 s, before and 5 min after the application hormonal application. Input resistance was calculated in response to hyperpolarizing 10 pA currents from 0 to −80 pA. Neurons with at least 2 mV change in the membrane potential and 10% change in the input resistance after leptin or insulin applicSation were considered as responsive neurons.

#### Single-cell Patch-seq

Neuronal intrinsic properties, action potential properties, and EPSCs properties were analyzed as described above in Pomc^CreERT2^;tdTomato mice fed with CD or HFD for 6 months. At the end of the recording, each cell in the pipette was aspirated for 3 min. The pipette was then broken into an RNAse-free 200 µL Eppendorf tube containing the reaction mix from the SMART-Seq® Single Cell Kit (Takara, 634472). cDNA synthesis was performed according to the manufacturer indications using the mastercycler® nexus gradient (Eppendorf, Germany). Once the cDNAs had been amplified, they were frozen and transferred to the GeT-Santé facility (Inserm, Toulouse, France, get.genotoul.fr), where they were purified according to the Takara Bio guidelines, and checked on a Fragment Analyzer run, (Agilent Technologies, Santa Clara, USA), using the High Sensitivity NGS Kit. Libraries have been prepared with the Nextera XT DNA Library Prep Kit (Illumina, San Diego, USA), according to Illumina’s protocol with some adjustments. Briefly, between 353 and 1000 pg of purified cDNA were first tagmented (fragmentation and tagging with adapters at the same time). Then, compatible unique dual indexed primers were added and 12 cycles of PCR were applied to amplify libraries. Libraries were purified with AMPure XP beads using a two-sides strategy to obtain 280−700 pb fragments. Libraries quality was assessed using the HS NGS kit on the Fragment Analyzer (Agilent Technologies, Santa Clara, USA) and quantified by Qubit and the dsDNA HS Assay Kit (Thermofisher Scientific, Waltham, MA, USA). Libraries were equimolarly pooled and sequenced at the GeT-PlaGe core facility (INRAE, Toulouse, France), on one SP lane of the Illumina NovaSeq 6000 instrument (Illumina, San Diego, USA), using the NovaSeq 6000 SP Reagent Kit v1.5 (300 cycles), and a paired-end 2 × 150 pb strategy. Between 2.3 and 10.7 million raw paired-end reads were produced per library.

#### Validation Pomc expression in Ghost cells by single-cell qPCR

After obtaining ex-vivo living brain slice from Pomc^CreERT2^;tdTomato;Pomc-eGFP mice, we have aspirated cytosolic cell content form 5 different Ghost cells using borosilicate pipettes. Target cells were identified on the basis of positivity for the tdTomato signal and the absence of eGFP endogenous expression. We used a single cell qPCR protocol to amplify *Pomc* mRNA and the housekeeping gene Eef1a1. The pipette was broken into an RNAse-free 200 µL Eppendorf tube containing the reaction mix from the Maxima First Strand cDNA Synthesis Kit (Thermo Scientific) according to the manufacturer’s instructions and supplemented with 2% TritonTM X-100 (Sigma-Aldrich, T8787). After harvesting, the retrotranscription of single cell mRNA was performed using the mastercycler® nexus gradient (Eppendorf, Germany). All cDNA was generated after increasing temperature steps as follows: 25 °C for 10 min, 50 °C for 60 min and 70 °C for 15 min. Nested pre-amplification PCR was then performed on the LightCycler® 480 (Roche Applied Science, Manheim, Germany) using PerfeCTa PreAmp SuperMix (Quanta Biosciences) with template cDNA and primers mix at 0.5 μM (Table S1). The reaction mixture was subjected to 17 PCR cycles consisting of an initial denaturation step at 95 °C for 2 min followed by 17 cycles of 95 °C for 15 s, and 60 °C for 3 min. Unincorporated primers were removed by exonuclease digestion (NEB, Ipswich, MA, USA). The second amplification was performed using LightCycler® 480 SYBR Green I Master (Roche Applied Science) on amplified cDNA in a reaction of 10 μl, using the nested primers at 0.6 μM. An initial denaturation step at 95 °C for 5 min was followed by 45 cycles of 95 °C for 15 s, and 60 °C for 30 s. PCR products were run on an automated electrophoretic DNA separation system (Labchip GX II, Caliper life sciences, MA, USA). For each primer pair a no-template-control without cDNA was also tested, and no PCR products were observed. The primers used are listed in Table S2. Positive (hypothalamic homogenate) and negative control [VMH (ventromedial hypothalamus)] samples were included, as indicated (Table S1). Additional negative control samples were used to exclude potential mRNA contamination in the intrapipette solution or the reaction mix used to collect the cytoplasmic content (Table S1). The PCR products were collected using the Mix2SeqKit (Eurofins), and DNA sequencing (Sanger) was performed by Eurofins. After blasting both the forward and reverse sequences obtained (Supplementary file 1), we have successfully verified 100% homology with the mouse *Pomc* gene, thus validating the presence of specific *Pomc* mRNA expression in Ghost neurons.

#### Data collection and statistical analyses

Cluster analysis of and single-cell sequencing data was performed using an in-house Python (v3.3) script. Based on the normalised gene expression for each single cell, Leiden algorithm was used in combination with the Silhouette test to define the optimal number of clusters. All other statistical analyses were performed using Prism (v9.5, Graphpad, USA). We used FIJI (National Institute of Health, v1.53t) for all image analysis. Electrophysiological data were analyzed using Esay Electrophysiology (v2.5.2). All values are expressed as mean ± SEM unless otherwise noted. Data were analyzed using unpaired or paired Student’s t-tests or 1-way or 2-way ANOVAs, as appropriate. Normality of the variable was test with a Shapiro-Wilk test before performing ANOVAs. Significant ANOVAs were followed by Tukey’s post-hoc test. Chi-squared test was used to describe changes in the percentage of cells responding or not responding to hormones (Fig. 3E, F) and changes in the percentage of cells in each cluster (Fig. 4H). *P* < 0.05 indicates statistical significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Supplementary video 1

Reporting Summary

### Source data

Source Data

## Data Availability

Source data and representative images are provided with this paper. All data supporting the results of this study are available in the paper and supplementary information files. Additional original data supporting the findings are available on request from the corresponding author. All materials, data, code and associated protocols will be made available to readers without undue restriction. The processed single-cell RNA-seq data analysed in Fig. 1 and Fig. S2 (HypoMap) are available online (https://www.repository.cam.ac.uk/handle/1810/340518). The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE261715. Further information on research design is available in the Reporting Summary linked to this paper. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

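The data are the Patch-seq libraries of 76 neurons, 34 labelled Ghost and 42 labelled Pomc+ by the absence or presence of Pomc-eGFP fluorescence, from mice fed CD or HFD for 6 months. The other experiments of the paper were not analysed here. The deposited raw table holds the counts that the authors obtained for 56980 mouse Ensembl genes in each cell, as whole numbers without normalization. The paper's text does not name the aligner, the counting program, the genome build or the annotation. No molecular identifiers are described, so counts are of reads or read pairs and not of molecules. The deposited normalized table holds a signal per gene and cell, which is the raw count divided by 1 size factor per cell, as tested on the files. Every column of both tables belongs to 1 of the 76 cells. Gene symbols were taken from a table of mouse gene names that matched 52073 of the 56980 identifiers. The build of the files is not named, so no coordinates are given. Genes without a symbol took 36.6% of all counts.

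Total counts per cell ranged from 4057 to 1452605 with a median of 322652. Mitochondrial genes (mt-) and ribosomal protein genes (Rps and Rpl) were found by symbol. No cell was left out of the main values. A filter that asks for at least 1000 genes and at most 20% mitochondrial counts would leave out 5 cells, all for their number of genes. Each cell was patched by hand, and no doublet caller was run.

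The labels name no mouse, so a group of cells with 1 label and 1 diet counts as 1 sample. No p-value, standard error or count of changed genes was made from cells. Groups were compared by the ratio of mean normalized counts, with medians and quartiles, and by the share of cells with a count, with exact Clopper-Pearson intervals at 95%. The limit that a count of 0 allows is 3 of the total. Intervals and limits cover counting error only. The marker list holds the 43 genes of Fig. 4F and 4G. Its median log2 ratio was set against 10000 random lists of the same size, drawn from 20 bins of mean expression among genes with at least 5 counts in at least 3 cells, as a description of these cells. Where a gene had no count in a group, it was left out of the median and is given separately. Over both diets *Il1rapl2* was the only such gene, and with it at its limit of 3 counts over the summed counts of the Ghost cells the median over 43 genes was -0.92. On CD the median rests on 40 genes, because *Il1rapl2* and *Sntb1* had no count in Ghost cells and *Eda* had none in either label. *Sntb1* had 145 counts in 2 Pomc+ cells on CD. With these 2 genes at their limits the CD median over 42 genes was -1.39.

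For the clustering, log2(normalized count + 1) was used for the 12223 genes with at least 5 counts in at least 3 cells, without the genes of Fig. 4F and 4G and *Glipr1*. The 2000 genes with the most variance above a lowess trend on the mean were scaled to unit variance, limited to 10, and reduced to 20 principal components. A graph of 10 nearest neighbours was clustered with the Leiden algorithm at resolutions from 0.1 to 2.5 in steps of 0.05. Of the resolutions that gave 4 clusters, the number in the paper, the one with the highest mean silhouette was taken, 1.15. The genes that led cluster 1 by fold over the other cells were *Stx3*, *9330162G02Rik* and *Kcnq1ot1*, those that led cluster 2 were *Gm10800*, *Tcf4* and *Rab11a*, and those that led cluster 3 were *Mbp*, *Setd3* and *Ptgds*. No cluster was named after a cell type.

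To compare cells at equal depth, the counts of each cell were drawn without replacement down to 1 total. The rule set before the data were examined, the largest multiple of 100000 at or below the 10th percentile of cell totals, gave 0, because that percentile is 42709. The thinning was therefore done to 40000 counts, the largest multiple of 10000 at or below it, which was chosen after the depths were seen. It leaves out 8 cells, 2 Pomc+ and 3 Ghost cells on CD and 1 Pomc+ and 2 Ghost cells on HFD. Equal depth here means equal total counts. Because the 7 genes counted in every cell take a different share in each cell, counts without them were also thinned, to 10000 per cell, in 20 draws for the marker list. Blocks of cell numbers were formed from the cell numbers in the labels wherever the diet changes from 1 number to the next. They are not replicates. To compare labels within blocks, the Pomc+ mean of each block was weighted by the number of its Ghost cells. To describe how far a *Pomc* ratio depends on the cells, cells were drawn with replacement within each label and diet 10000 times. These comparisons were added after the data were seen.

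Genes were named by a rule fixed at the same time. It covers the genes that the paper names for the Patch-seq data or for Ghost cells elsewhere. Of the Fig. 4G list it gives in full *Pomc*, *Tbx3*, *Cartpt* and the 3 genes with the highest and the 3 with the lowest ratio among those counted in at least 10 cells. Outside the lists it covers the 5 genes with the highest and the 5 with the lowest ratio, of Ghost to Pomc+ cells and of HFD to CD, among genes with a mean of at least 50 normalized counts in the higher group, a count in at least 50% of its cells and the same direction on both diets or in both labels. A gene that this rule selects for HFD over CD is not reported here. Marker lists of 14 cell types were also fixed then.

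The alternatives fixed then were CPM, the poscounts size factors of DESeq2, means of log2(value + 1) and of log2(value + 10), pooled CPM, the share of cells with a count, stricter filters on genes and cells, each diet alone, the list without *Pomc*, and for the clusters other numbers of genes, components, neighbours and clusters, no scaling, no filter, CPM, Ward clustering, other sets of genes left out and 100 other seeds. CPM without the genes counted in every cell, the median of the *Pomc* values, the thinning to 40000 counts, CPM, thinned counts and log2 means for *Agrp*, *Npy* and the diet effect, and the ratios of named genes with each cell left out were added after the data were seen. The rules for an unchanged value were not among the choices fixed at the start. A ratio was taken as unchanged where it stayed on its side of 1 and within 1.5-fold, a median log2 ratio where it kept its sign and moved by no more than that fold, a number of genes or a depth ratio where it stayed within 1.5-fold, the adjusted Rand index where it moved by no more than 0.1, and the distance between the diets where it moved by no more than 16.1 percentage points, which is 50% of the width of the exact interval of the CD share of cluster 1.

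The calculations were tested on simulated data. Counts for 12265 genes were drawn from the means and depths of these cells, with 200 genes changed by 2 on the log2 scale between Ghost and Pomc+ cells. The median log2 ratio was -2.15 for the genes lowered, 1.88 for the genes raised and -0.15 for the others. With 3 planted groups of cells the adjusted Rand index between planted groups and clusters was 1. The size of the planted differences was not set against that between Ghost and Pomc+ cells. The index of 1 therefore does not tell whether the clustering would find a difference between these labels in the real cells. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, statsmodels 0.14.6, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with DESeq2 1.42.0 for size factors.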

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

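The test on the genes that take most of the counts and its spread over cells drawn anew, the one on *Agrp* in cells with *Npy*, the counts of *Npy* without the genes counted in every cell, the comparison of microglial genes with random lists and the minimum of 3 genes in it were chosen after the results were seen, and the equal depth of 40000 counts after the depths were seen.

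A single gene, ENSMUSG00000119584, took 35.8% of all counts, and the paper does not discuss it. The table of gene names used here gives it no symbol. It had the most counts in 74 of 76 cells, and *Lars2* had the most in the other 2. The gene with the most counts took a median of 35.0% of a cell's counts in Ghost and 36.5% in Pomc+ cells. It is 1 of the 7 genes on which the deposited size factors rest. The share that these genes take could set the ratios between the labels, but without the 7 genes the ratio of *Pomc* in Ghost to Pomc+ cells in CPM was 0.629, against 0.610 with them, a change of 1.03-fold (central 95% from 0.836 to 1.28 when cells were drawn anew) where 1.64-fold would bring it to 1, so the lower *Pomc* mean in CPM does not rest on them. What this RNA is stays open, and no biological explanation was tested.

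*Npy* had a count in 13 of 34 Ghost cells, or 38.2% (95% exact interval 22.2% to 56.4%), and in 4 of 42 Pomc+ cells, or 9.52% (2.66% to 22.6%). It stands out because the paper does not report *Npy* for the Patch-seq cells and a count of 0 would allow up to 8.82% of Ghost cells. In other experiments the paper reports that AgRP and Npy did not differ in Ghost cells (Fig. S2B). It later describes Ghost cells as lacking AgRP, Npy and Kiss (Fig. S2B, C). A greater depth of the Ghost cells is argued against, since their median total was lower, 309718 against 366744 counts, and so was their median without the genes counted in every cell, 113694 against 175919. At equal depth *Npy* was counted in 31.0% of Ghost cells (9 of 29, 15.3% to 50.8%) and in 7.69% of Pomc+ cells (3 of 39, 1.62% to 20.9%), and these intervals overlap. *Agrp* was counted in 6 Ghost and 3 Pomc+ cells. Of the 13 Ghost cells with *Npy*, 4 also had an *Agrp* count and 9 had none. RNA of neighbouring AgRP neurons taken up with the pipette and expression in the cell itself predict the same overlap and cannot be told apart from these 4 cells. Of the 784 *Npy* counts in Ghost cells, 1 cell held 41.8%. The ratio of means between the labels was 6.91, and 13.8 without 1 Pomc+ cell on HFD. The cells come from mice that are not named, so a difference between mice also stays open.

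At least 3 of 7 microglial genes had a count in 15 of 76 cells, or 19.7% (95% exact interval 11.5% to 30.5%), and the paper does not discuss non-neuronal transcripts in these cells. The most abundant were *C1qb* and *Tmem119*, with means of 172.8 and 111.6 CPM, and *C1qb* was counted in 27 cells. The list was among those fixed in advance, and none of its genes is in another list or in Fig. 4F or 4G. A candidate source is RNA of neighbouring microglia taken up with the pipette, which would bring several of these genes into the same cells. Thinned to equal depth, 14 of 68 cells had at least 3 of them, 1.62 times the 8.64 cells that the separate shares of the genes give. Random lists of genes counted in as many cells gave a median of 1.47 with a central 95% from 1.02 to 1.92. Uptake from microglia therefore cannot be told apart from the joint detection that lists of unrelated genes show in these cells. No biological explanation was tested.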

How the results depend on the processing

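The thinning of each cell to a fixed total, in its planned form, was not run because that total came out as 0. The thinning to 40000 counts, CPM without the genes counted in every cell, the median of *Pomc* values, the settings for *Agrp*, *Npy* and the diet effect, the ratios of named genes with each cell left out, the weighting by blocks of cell numbers, the marker list relative to all genes and the sizes of the clusters with the fewest and most Ghost cells were chosen after the data were seen.

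*Pomc* in Ghost against Pomc+ cells, a ratio of 0.376, stayed below 1 in 13 of 14 alternatives. With HFD cells only it was 1.09. It was 0.610 in CPM, 0.650 with poscounts size factors, 0.629 in CPM without the genes counted in every cell, 0.798 as a ratio of medians, 0.964 as a ratio of the shares of cells with a count, and 0.247 with CD cells only. With the Pomc+ means weighted to the blocks of cell numbers of the Ghost cells it was 0.410. The change with the diet comes from the cells kept, and the cause of the others was not tested. The filter that asks for 5 counts in 10 cells cannot change *Pomc*. With each cell left out in turn, the ratio ranged from 0.314 to 0.506.

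The median log2 ratio of the marker list, -0.92, was below 0 in all 14 alternatives, but so was the median of all genes, so the list is read relative to it. Relative to all genes it was -0.28 in the main value, -0.18 in CPM and -0.65 with CD cells only, and it lay above all genes with HFD cells only, at 0.30, and for shares of cells with a count, at 0.090. With HFD cells only and in CPM the list itself was at 0.0043, with 19 genes lower and 23 higher. The list's own median was -0.33 in CPM, -0.29 with means of log2(value + 1), -0.16 with means of log2(value + 10), -0.053 for shares of cells with a count and -0.20 with HFD cells only. A larger pseudocount shrinks ratios of low genes by construction, and the cause of the change in CPM was not tested. With each cell left out in turn it ranged from -1.32 to -0.53. The number of marker genes lower in Ghost cells, 35 of 43, stayed the majority in all 12 alternatives and was 23 for shares of cells with a count, with 19 higher, and 27 in CPM, with 16 higher. It ranged from 23 to 38.

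The adjusted Rand index between clusters and eGFP label stayed between -0.014 and 0.043 in 18 settings, the lowest and highest of 100 other seeds included. Single clusters did depart from the share of all cells, with 10 Ghost cells of 11 in 1 cluster with 1000 variable genes and 0 of 5 with 30 principal components. Over the 100 seeds the adjusted Rand index with the main clusters had a median of 0.826 and ran from 0.555 to 1, and the smallest cluster had 1 to 16 cells with a median of 13, so the main clusters are at 1 end of the seeds. The distance between CD and HFD shares stayed between 5.26 and 26.3 percentage points. The highest silhouette over 2 to 8 clusters was reached with 2. The number of the 43 marker genes below the mean of all cells in the largest cluster was 4. It was 39 with 10 principal components and with Ward clustering, 40 without scaling, 38 with log2(value + 10) and for the highest of 100 other seeds, 36 in CPM and 43 at 40000 counts per cell. The cause was not tested. The 5.71-fold difference in median total counts between clusters was 15.3-fold with 5 nearest neighbours, 3.69-fold with the number of clusters of the highest silhouette, 3.66-fold with Ward clustering and 3.55-fold at 40000 counts per cell, where the shallowest cells are left out. Over the 100 seeds it ran from 5.71-fold to 8.19-fold. For the other settings the cause was not tested.

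*Agrp* in Ghost against Pomc+ cells, a ratio of 4.03, was 16.9 in CPM and 24.2 at 40000 counts per cell, and *Npy*, a ratio of 6.91, was 13.4 at 40000 counts per cell. *Agrp* has 114 counts in all, and its ratio was 10.1 without 1 Pomc+ cell on HFD. *Pomc* on HFD over CD was 0.976 in Ghost cells and became 0.586 in CPM and 0.581 with means of log2(value + 1). In Pomc+ cells it was 0.222 and became 0.473 with means of log2(value + 1). The cause was not tested. *Glipr1* had a count in 0 cells under both of its alternatives.

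*Lepr*, with 407 counts in all, was counted in 10 of 76 cells, and 4 of the 43 marker genes were counted in fewer than 10 cells. With cells thinned, the median of genes detected in Ghost cells was 0.822 of that in Pomc+ cells, against 0.892 without thinning and 0.813 for genes with at least 5 counts. No paired analysis was possible because the labels give the cells no mouse and no shared replicate number, and no result comes from a test. The weighting by blocks of cell numbers, which gave *Pomc* ratios of 0.219 on CD and 1.40 on HFD, sets means of blocks side by side and pairs no cells.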

Differences from the paper's values

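The paper gives 2.3 M raw paired-end reads for its smallest library and 10.7 M for its largest, with M for 1000000, while the counts on genes were 0.00406 M in the cell with the fewest and 1.45 M in the cell with the most. The paper's are raw reads and these are counts on genes, so the measures are not the same. Without cells under 1000 genes the lowest was 0.0129 M and the highest stayed 1.45 M, both also more than 1.5-fold below the paper's.

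The paper's 4 clusters hold 45, 13, 12 and 6 cells, and those computed here, ranked by size, hold 26, 25, 24 and 1. The largest was within 1.5-fold of the paper's size in 3 of the 17 alternatives set before the data were examined, which are the number of clusters with the highest silhouette, CPM and Ward clustering. The second largest was within it with 10 principal components, with Ward clustering and at the lowest of 100 other seeds. The third largest was within it with 5 nearest neighbours, without scaling, in CPM and at the lowest of 100 other seeds, 4 of 16 alternatives. The smallest was within it in 6 of 16, with mitochondrial and ribosomal protein genes left out, 5000 variable genes, 30 principal components, 5 nearest neighbours, log2(value + 10) and Ward clustering. Seed by seed, the largest was within it in 0 of 100 other seeds, the second largest in 14, the third largest in 69 and the smallest in 1. In the other alternatives set before the data were examined the sizes differed by more than 1.5-fold. The thinning to 40000 counts, chosen after the data were seen, gave 18 cells in the second largest cluster and 14 in the next, both within 1.5-fold of the paper's, and 23 in the largest and 13 in the smallest, which were not.

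The paper's source data for Fig. 4F were taken here as each gene's mean in a cluster relative to all cells. The paper's legend words it as relative to the other clusters, and the paper's ratios below hold only under the first reading. Weighted by cluster size, the ratio of its clusters a and d to its clusters b and c is set here against the ratio of cells labelled Ghost to cells labelled Pomc+, so the groups are not the same cells. For *Gad1* the paper's ratio is 0.359 and the ratio by label 0.633, and for *Slc17a6* they are 0.171 and 0.701. Of the 10 alternatives set before the data were examined, CD cells only came within 1.5-fold of the paper's value for both genes, and the other 9 did not. For *Lepr* the paper's ratio is 0.293 and the ratio by label 0.659, and pooled CPM and HFD cells only came within 1.5-fold while the other 8 did not. For *Insr* the paper's ratio is 0.210 and the ratio by label 0.638, and for *Glp1r* they are 0.160 and 1.98. None of the 10 alternatives came within 1.5-fold of the paper's value for these 2 genes, and *Glp1r* stayed above 1 in all of them, between 1.28 and 4.11. Thinned counts and CPM without the genes counted in every cell were added after the data were seen. Neither came within 1.5-fold of the paper's value for any of these 5 genes. With each cell left out in turn, also added then, *Lepr* came within it, at 0.344 without 1 Ghost cell on CD. The other genes did not.

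The paper states that cells pre-selected as Ghost form clusters of their own, apart from Pomc+ cells. Its cluster a holds 45 cells, more than the 34 labelled Ghost, so that cluster cannot hold Ghost cells only. In the clusters computed here the adjusted Rand index with the label was -0.00077, although with 1000 variable genes 1 cluster held 10 Ghost cells of 11. More clusters than labels keep the index below 1 even where every cluster holds 1 label. The paper states that its clusters are not affected by the number of reads. Here the clusters differed 5.71-fold in median total counts on genes, the lowest value among 100 other seeds. The paper speaks of reads in its own clusters, and these are counts on genes in other clusters. The measures may therefore differ, and the value does not test the paper's statement. The paper states that receptors for metabolic hormones are high in its Pomc+ clusters. By cluster, *Lepr*, *Insr* and *Glp1r* stood at 2.18, 2.51 and 1.99 of the mean of all cells in cluster 1. *Pomc* was also highest there, and in clusters 2 and 3 these receptors were below 1. Receptors and *Pomc* were thus high in the same cluster, as in the paper. Cluster 1 holds both labels and the most genes per cell, and it cannot be matched to a cluster of the paper. By label, *Glp1r* was higher in Ghost cells, *Insr* was lower in normalized counts and higher in CPM, and *Lepr* was lower in the main value but 1.17 when thinned to 40000 counts, which was chosen after the values were seen, and 1.13 without 1 cell.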

Other observations

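The tests on size factors, on *Pomc* by diet and on cells drawn anew, on exchange over all genes, on blocks of cell numbers, on counts without the genes counted in every cell, on the normalization of the marker list, on the list with CD cells only and the ratios with each cell left out were chosen after the results were seen, as were the minimum of 500 counts for exchanged counts, after 2000 left 0 genes, and the total of 40000 counts for equal depth.

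The deposited size factors equal the median of ratios over the genes counted in every cell in 76 of 76 cells, within a relative difference of 1e-06. The 7 genes are *Rps27*, *Lars2*, *Gm15564*, *mt-Rnr2* and 3 without a symbol. Size factors differ 576-fold between cells and total counts 358-fold.

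*Pomc* was counted in 32 of the 34 cells labelled Ghost, with a median of 448 counts against 1067 in Pomc+ cells. Fewer than 10 counts were found in 4 Ghost and 2 Pomc+ cells. Counts exchanged between libraries sequenced together could bring *Pomc* into cells without it, and the 7 genes with at least 500 counts and at least 90% of them in 1 cell were counted in a median of 4 cells. Those genes were chosen for having their counts in 1 cell, with a median of 8.82% elsewhere, so counts exchanged between libraries sequenced together cannot be told apart by them. Over all genes, exchange between all libraries in proportion to a gene's counts, as the source of all *Pomc* counts in a Ghost cell, is argued against. Among the genes from which it would bring at least 10 counts, a median of 28.3% had no count, and at least 5.33% in each of the 28 Ghost cells with at least 20 such genes, where it would leave less than 0.001%. Exchange between single pairs of libraries, or as the source of a part of the counts, was not tested. The paper's methods name unique dual indexed primers for these libraries, a design that bears against such exchange. How reads with mismatched indexes were handled is not stated, so a remainder stays open. The median of normalized *Pomc* in Ghost cells, 700.2, lay between the Pomc+ quartiles of 194.0 and 3334, although the mean was lower, 1436 against 3823. RNA of neighbouring Pomc neurons and expression in the cell itself, low or at the level of Pomc+ cells, stay open, and neither was tested here. In other Ghost cells the paper reports traces of *Pomc* mRNA by single-cell qPCR, with the product sequenced. Its negative controls were samples of the ventromedial hypothalamus and of the pipette solution and reaction mix.

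*Pomc* was lower in Ghost than in Pomc+ cells on CD and not on HFD. On CD, 3 Pomc+ cells held 66.1% of the summed normalized *Pomc* of their group, and without them the ratio of means was 0.634. The ratio of medians was 0.619 on CD, with a central 95% from 0.126 to 1.53 when cells were drawn anew, and 2.83 on HFD, a quotient of 0.219. These 3 cells thus set a large part of the CD mean, although leaving out the highest cells of 1 label raises the ratio by construction. In CPM the CD ratio was 0.809 without them, and the CD ratio of medians was 0.371. Whether *Pomc* was lower on CD apart from a few cells cannot be told, because the spread of the ratio of medians takes in 1. In CPM the CD ratio was 0.500 of the HFD ratio, with 0.540 on CD and 1.08 on HFD, and a central 95% of this quotient from 0.164 to 1.36, so a part of the deposited size factors cannot be told apart either, because that spread takes in 1. Blocks of cell numbers differ too. With Pomc+ means weighted by the Ghost cells of each block the CD ratio was 0.219, but it went from 0.0397 to 1.61 between the 4 blocks on CD, and the median of total counts per block from 881590 to 96546. Each block holds 1 diet, so a difference between blocks of cell numbers cannot be told apart from the diet. An effect of the diet on *Pomc* in Pomc+ cells, a difference between mice, and a difference in how cells were picked stay open. The difference between the diets was not tested, because no mouse is named.

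The marker list was lower in Ghost than in Pomc+ cells, with its median at percentile 3.06 of matched random lists, so over both diets a shift of all genes by the normalization could produce it. At equal depth it stood at percentile 6.11 and in CPM without thinning at 5.96, so whether depth plays a part cannot be told apart over both diets, because the list lies among the matched lists either way. On CD the list stood at percentile 0.53 in normalized counts and 0.78 at 40000 counts per cell, with 0.56 to 5.50 over 20 draws. In CPM without the 7 genes counted in every cell it stood at 9.81, among the matched lists, so on CD a few genes taking most of the counts could produce its place. With these genes left out and the rest thinned to 10000 counts it had a median percentile of 4.68 over 20 draws, from 0.27 to 53.2. Whether a shift of all genes by the normalization or depth plays a part on CD therefore cannot be told apart, because the place of the list depends on whether those genes are counted. Weighted by blocks of cell numbers it stood at 1.88, and a difference between blocks cannot be told apart either, because a block holds few cells. A difference between Ghost and Pomc+ cells on CD and a difference between mice stay open. Within Pomc+ cells, the median of the list for HFD over CD was -0.85, at percentile 0.06 of matched lists, and within Ghost cells it was 0.11, at percentile 27.5. In CPM these were -0.50 at percentile 0.12 and -0.38 at percentile 5.77.

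The clusters differed in the number of genes detected, and this difference may come from counts per cell. At equal total counts the highest cluster median was 3.42 times the lowest, but the genes counted in every cell took a median of 25.2% of the counts in cluster 1, 66.1% in cluster 2 and 45.5% in cluster 3, so the counts left for other genes were not equal. Without these genes and with the rest thinned to 10000 counts, the medians were 3206, 1280 and 1717 genes, over 26, 19 and 24 cells, and the highest was 2.50 times the lowest, so counts per cell are argued against as the whole cause. The amount or quality of RNA drawn into the pipette and a difference between kinds of cells stay open, and neither was tested.

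Of the genes that the paper names for Ghost cells in other experiments, *Gad2* had a ratio of Ghost to Pomc+ cells of 0.608, *Rbfox3* of 0.786, *Sox2* of 0.813 and *Calb1* of 0.399, and in CPM the ratios were 1.21, 0.902, 1.20 and 0.685, so that *Gad2* and *Sox2* changed side. Without 1 Ghost cell on CD the ratio of *Rbfox3* was 0.500, and that of *Sox2* ranged from 0.481 to 1.16 with each cell left out. *Mki67* had 4 counts, all in 1 Pomc+ cell. *Kiss1* had a count in 0 of 76 cells.

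Outside the lists, the 5 genes with the highest ratio of Ghost to Pomc+ cells were *Gm10800* at 7.55, *Ramac* at 3.82, *Tcf4* at 3.58, *Zmat2* at 2.99 and *Ankrd11* at 2.82. The 5 with the lowest were *Lcmt1* at 0.143, *Jun* at 0.177, *Blcap* at 0.194, *Maea* at 0.206 and *Cs* at 0.214. All 10 kept their side of 1 in CPM. The 5 highest depend most on a single Ghost cell on HFD with 12900 counts and the lowest size factor of all cells, 0.0157, and without it their ratios were 0.983, 1.1, 1.19, 1.30 and 1.48 in the same order. Without 1 cell, the ratio of *Jun* reached 0.275 and that of *Blcap* 0.127. For HFD over CD the highest were *Ctss* at 12.7, *Ppfia4* at 7.35, *Gm10800* at 6.33, *Pcgf5* at 4.80 and *Mpc2* at 4.06, and among the lowest were *Vgf* at 0.186, *Suclg1* at 0.213, *Cab39* at 0.219 and *Dusp26* at 0.282, and these too kept their side of 1 in CPM. Without the same Ghost cell the ratio of *Ctss* was 7.15, of *Ppfia4* 2.60, of *Gm10800* 0.851 and of *Mpc2* 1.66. Leaving out another cell, a Pomc+ cell on CD, gave 8.35 for *Pcgf5*, a Pomc+ cell on CD gave 0.305 for *Vgf*, and a Ghost cell on HFD gave 0.140 for *Suclg1*.

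Cells with a count for at least 3 genes of a marker list, or for both genes of a list of 2, were tallied for the 14 lists. For neurons they were 29 of 34 Ghost and 37 of 42 Pomc+ cells, for astrocytes 17 and 28, for oligodendrocytes 9 and 15, for microglia 9 and 6, for erythrocytes 4 and 8, and for tanycytes and ependymal cells 2 and 1. For AgRP neurons they were 1 and 1, for dopaminergic neurons 1 and 2, for somatostatin neurons 6 and 7, and for GHRH neurons 0 and 2. The lists for oligodendrocyte precursors, endothelial cells, KNDy neurons and the pituitary gave 0 cells in both labels. At 40000 counts per cell, of 29 Ghost and 39 Pomc+ cells, the tallies were 23 and 35 for neurons, 5 and 19 for astrocytes, 7 and 12 for oligodendrocytes, 8 and 6 for microglia, 2 and 5 for erythrocytes, 4 and 1 for somatostatin neurons, and at most 1 for each of the other lists. No explanation for the difference in astrocyte genes was tested. *Otp* is in 2 lists, and *Pdyn*, *Esr1* and *Slc18a2* are also genes of Fig. 4G.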
